# Regulatory networks in retinal ischemia-reperfusion injury

**DOI:** 10.1186/s12863-015-0201-4

**Published:** 2015-04-24

**Authors:** Kalina Andreeva, Maha M Soliman, Nigel GF Cooper

**Keywords:** miRNAs, Transcription factors, Regulatory networks, Retinal ischemia, Rat

## Abstract

**Background:**

Retinal function is ordered by interactions between transcriptional and posttranscriptional regulators at the molecular level. These regulators include transcription factors (TFs) and posttranscriptional factors such as microRNAs (miRs). Some studies propose that miRs predominantly target the TFs rather than other types of protein coding genes and such studies suggest a possible interconnection of these two regulators in co-regulatory networks.

**Results:**

Our lab has generated mRNA and miRNA microarray expression data to investigate time-dependent changes in gene expression, following induction of ischemia-reperfusion (IR) injury in the rat retina. Data from different reperfusion time points following retinal IR-injury were analyzed. Paired expression data for miRNA-target gene (TG), TF-TG, miRNA-TF were used to identify regulatory loop motifs whose expressions were altered by the IR injury paradigm. These loops were subsequently integrated into larger regulatory networks and biological functions were assayed. Systematic analyses of the networks have provided new insights into retinal gene regulation in the early and late periods of IR. We found both overlapping and unique patterns of molecular expression at the two time points. These patterns can be defined by their characteristic molecular motifs as well as their associated biological processes. We highlighted the regulatory elements of miRs and TFs associated with biological processes in the early and late phases of ischemia-reperfusion injury.

**Conclusions:**

The etiology of retinal ischemia-reperfusion injury is orchestrated by complex and still not well understood gene networks. This work represents the first large network analysis to integrate miRNA and mRNA expression profiles in context of retinal ischemia. It is likely that an appreciation of such regulatory networks will have prognostic potential. In addition, the computational framework described in this study can be used to construct miRNA-TF interactive systems networks for various diseases/disorders of the retina and other tissues.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12863-015-0201-4) contains supplementary material, which is available to authorized users.

## Background

Retinal ischemia is a consequence of restrained blood flow that causes severe imbalance between the supply and the demand of nutrients and oxygen resulting in neuronal damage and impaired retinal function [1]. Immediate reperfusion attenuates the retinal damage, however, it is accompanied by mechanisms such as excessive reactive oxygen species (ROS) generation, low nitric oxide, and inflammation, and might accelerate neuronal cell death [2-4]. Retinal ischemia-reperfusion (IR) injury is associated with a wide range of conditions [5-9] that can culminate in blindness due to relatively ineffective treatment [10]. Detailed understanding of the molecular events following ischemia-reperfusion induced retinal damage would facilitate development of relevant treatments.

It is widely acknowledged that complex diseases and/or disorders, including those resulting in altered vision, are more likely linked to groups of genes, gene modules or gene pathways than to any single gene [11,12]. The transcriptional regulation of genes is mediated in part by transcription factors (TFs), while their post-transcriptional regulation is mediated in part by small non coding RNAs, a prominent class of which are microRNAs (miRs) [13]. Despite the different levels of regulation, both transcriptional and post-transcriptional regulatory interactions are not isolated from each other, but interact to execute complex regulatory programs which, in turn, modulate cellular functions [14,15]. Cellular and tissue functions rely on well-coordinated molecular interactions between genes, TFs and miRs, all integrated within regulatory networks [16,17]. The networks are fairly complex, and consist of a variety of patterns of interaction. For example, one possible pattern consists of a miRNA and a TF that coordinate one another and which also co-regulate a common gene [15] or gene-transcript. Since there is no general nomenclature to name this pattern, at this time, we have used the term “closed loop-motif” throughout this manuscript. The “closed loop” infers an interaction between all 3 elements of the loop. The “motif” part of the terminology infers a special relationship of the closed loop to some context driven activity within gene networks. In these closed loop-motifs, the TF, miRs and genes/transcripts can be viewed as nodes whereas the regulatory influences between them are seen as connecting lines or edges [18-20]. Since the loop motifs are highly interconnected within a regulatory network, the altered expressions of context-driven genes might also influence the expression of genes from neighboring loop-motifs. Emerging evidence indicates that loop-motifs which contain disease-driven differentially expressed molecular components (genes, miRs or TFs) are linked to different aspects of the etiology and/or expression of diseases and/or disorders [21,22].

In recent years extensive efforts have been focused on modeling of regulatory networks combining TFs and miRs [15,23-25]. The majority of these early studies focused on the development of algorithms or tools but did not address the biological context of the networks [25-28]. Furthermore, the construction of regulatory networks related to particular disorders is still in the very early stages of development. However, advances in the construction of such networks is essential and will eventually contribute to the identification of better drug targets and biomarkers for monitoring and controlling the progression of more complex disorders, such as glaucoma, ophthalmic artery occlusion and other retinopathies associated with retinal ischemia.

The goal of this study is to construct regulatory networks associated with early and late reperfusion time points following retinal ischemia and to capture transient changes in the regulatory networks.

## Methods

### Ischemia-Reperfusion injury (IR-injury) related mRNAs, TFs and miRNA

Microarray data were obtained and analyzed for miRNA and mRNA transcript levels for reperfusion times of 0 h, 24 h and 7d after an initial 1 h period of ischemia as previously described [29]. A total of 36 animals were used for the mRNA microarray study. Sham control and IR injured animal groups contained 18 rats per group. Each of the sham and IR injury related groups were divided into 3 sub-groups of 6 animals based on the 3 time points used for this study (0 h, 24 h, 7d). A total of 60 animals were used for the miRNA microarray study. Sham control and IR injured animal groups contained 30 rats per group. Each of the sham and IR injury related groups were divided into 5 sub-groups of 6 animals based on the 5 time points used for this study (0 h, 2 h, 24 h, 48 h, 7d). The treatment and care of all animals used in this study were approved by the University of Louisville Institutional Animal Care and Use Committee (IACUC) and were performed in accordance with the ARVO Statement for the Use and Care of Animals in Ophthalmic and Vision Research. The mRNA and miRNA datasets are deposited into the Gene Expression Omnibus (GEO) data repository (GSE43671 and GSE61072), where the information about the data normalization is available. In brief, the raw data files for the mRNA array (.txt) were imported into GeneSpring (GX 11.1) for normalization and analyses. GeneSpring generates an average value from the six animal/samples for each gene. Data were transformed to bring any negative values or values less than 0.01 to 0.01 and then log2-transformed. Normalization was performed using a per-chip 75 percentile method that normalizes each chip on its 75 percentile, allowing comparison among chips. Then a per-gene on median normalization was performed, which normalized the expression of every gene on its median among the samples. We retained a total of 23897 transcripts for further statistical analysis.

The raw data files with total 350 miRNAs extracted from Agilent Feature extraction software were further processed and analyzed by GeneSpring GX10.0 software. The raw data were at first normalized with the following conditions and then filtered by the flag using GeneSpring GX10.0 software. The normalization included log2 transformation, per chip normalization to 75% quantile and dropped per gene normalization to median. We retained the 219 normalized miRNAs for the further statistical analysis.

The expression values in IR-injured retinas were compared with those in sham control animals. Data reduction was performed on the datasets such that mRNAs and miRNAs, whose expressions were altered two or more times (absolute fold-change ≥ 2, and corrected P-value ≤ 0.05) in injured versus sham control animals were used for further analyses. The numbers of the identified mRNAs, miRs and TFs that are differentially expressed at 0 h, 24 h and 7d post-IR stages are shown in Table 1.

**Table 1:** **Differentially expressed mRNAs, TFs and miRs at 0 h, 24 h, and 7d post-IR periods, filtered by fold change ≥ 2 and p-Value ≤ 0.05**

**Differentially expressed molecular components**	**0 h**	**24 h**	**7d**
**mRNA**	31	919	678
**TFs**	2	45	39
**miRs**	10	66	63

There were a total of 43 molecular components with altered expression at the 0 h reperfusion time point after a period of 1 h ischemia. This number increased significantly to 1030 by 24 h and then decreased to 780 by 7d in the post ischemic periods. There were fewer TFs than miRs or mRNAs across all time points, and there were fewer miRs than mRNAs across all time points, so that the number of TFs < miRs < mRNAs.

### Inference of closed loop-motifs

The workflow for construction of IR-injury associated regulatory networks is diagrammed (Figure 1). To identify likely miRNA-mRNA pairs, miRNA target genes were collected from four publicly available databases: MiRanda [30,31] (August 2010 release), TargetScan [32] (release 6.2), miRWALK [33] (March 2011 release) and miRTarBase [34] (release 4.5). We considered the unified set of targets instead of the intersection of targets from these databases. Reportedly, the former provides more likely targets [35,36]. Identified target genes for all significant differentially expressed miRs in our datasets were submitted as miR-gene pairs to our own local database if the gene targets were also in our datasets of significant differentially expressed mRNAs (Figure 1.I).

**Figure 1:**
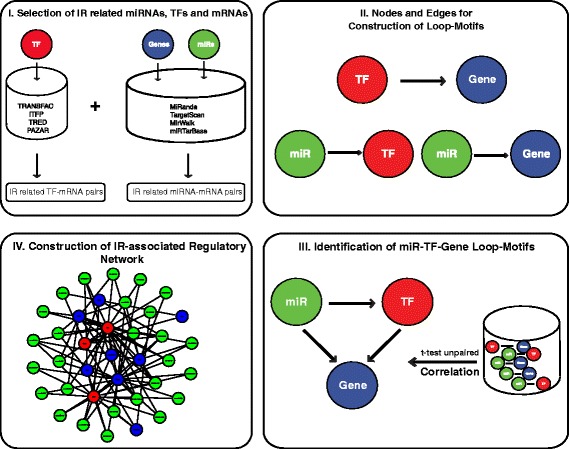
Overview of the workflow for construction of IR-injury-associated regulatory networks. In the first step **(I)**, we collected IR-related miRNAs, TFs and mRNAs from the experimental mRNA- and miRNA-arrays produced in our laboratory. These represent the altered expression values of the 3 elements detected at 3 different time points during ischemia-reperfusion injury. We then constructed TF-mRNA pairs, miR-mRNA pairs, and miR-TF pairs with the aid of external databases and/or software **(II)**. The paired constructs were used to build novel closed loop-motifs consisting of 3 nodes relationally interconnected by 3 edges **(III)**. The motifs were further integrated into IR-injury associated regulatory networks that consist of interconnected loop-motifs **(IV)**. Green filled-circles denote miRs, red filled-circles denote TFs and blue filled-circles denote target genes (transcripts).

To identify TFs in the rat genome as well as TF-target gene pairs, we used three publicly available databases (ITFP [37], PAZAR [38,39] and TRED [40,41]) as well as the commercial database TRANSFAC [42] (professional release 2014). Additionally, the Match Analysis tool [43] associated with TRANSFAC was used to investigate the promoter regions of genes (5 kb upstream) to identify predicted TF-target gene pairs. To minimize false positive as well as false negative relationships, only pairs of transcription factors and genes with the highest matrix score (0.8) were collected. Genes unknown to TRANSFAC were re-analyzed with the aid of Match using either different aliases (gene symbol or RefSeq ID) or through use of the promoter sequence of the gene as found with the UCSC table browser [44].). We added connecting edges to the 3 types of pairs; TF-Gene; miR-TF and miR-Gene without regard to direction of interaction (Figure 1.II).

Subsequently, we constructed putative tripartite loops by attaching edges between the interactions previously paired. These tripartite loop-motifs contain 3 different molecular entities, mRNA, miR, TF (Figure 1.III). The loop-motifs are building blocks and these are then combined to form the larger regulatory networks (Figure 1.IV). Due to the complex nature of the different relationships that might exist in a regulatory network, we restricted our inference to loop-motifs where the miR targets a TF and both co-regulate the expression of a co-targeted gene. Other combinations were not considered. We obtained a total of 4218 loop-motifs for the 24 h post-IR period and 957 loop-motifs for the 7d time point. These data were further reduced since only loops with three significantly correlated edges were considered (see below).

### Functional analysis

To explore the functional role and the underlying biological processes associated with the loop-motifs from the 24 h and 7d post-IR periods, the mRNAs in the TF-mRNA and miRNA-mRNA pairs were subjected to enrichment analysis using DAVID (Database for Annotation, Visualization and Integrated Discovery) [45,46] and IPA (Ingenuity Pathway Analysis, IPA®,QIAGEN Redwood City, CA). The most enriched biological processes, associated p-values and enrichment scores are listed in Table 2.

**Table 2:** **Functional analysis of mRNAs within the miRNA-TF-TG closed loop-motifs at 24h and 7d**

**Biological process**	**Time point**	**Enrichment score**	**P-value**	**Closed loop-motifs**
Cell death**	Early (24 h)	≥2.79	≤1.7E-3	1047
Ion transport*		2.13	7.3E-5	367
Synaptic activity**		≥1.1	≤7.7E-1	285
Apoptosis*		2.95	1.0E-3	144
Caspase activity*		1.74	1.5E-2	39
		**Total loop-motifs 24h**		**1278**
Cell death**	Late (7d)	≥2.7	≤2.3E-3	316
Antigen presentation**		≥4.11	≤3.8E-9	113
Ion transport**		≥2.67	≤1.1E-4	100
Immune response *		8.1	5.8E-12	98
Inflammatory response*		11.41	2.6E-9	45
		**Total loop-motifs 7d**		**413**

*Biological processes based on analyses by DAVID.

**Biological processes based on combined analyses by DAVID and IPA. In the combined analyses we summed the genes assigned by DAVID and IPA to the same biological process. The enrichment scores and p-values were obtained from either DAVID or IPA based on which of them provided the lowest p-values and the highest enrichment scores.

The mRNAs in the TF-mRNA and miRNA-mRNA pairs were analyzed with the aid of DAVID and IPA to find the biological processes affected by the IR-injury. The top biological process terms were identified by combining results from DAVID and IPA. DAVID and IPA provided the enrichment scores and their associated p-values. The numbers of closed loop-motifs for each biological process were then based on the mRNAs associated with each process. Note: there are closed loop-motifs that are shared among the biological processes and this reflects their total numbers (see Figures 5 and 7). All loop-motifs are part of the larger regulatory networks seen in Figure 3.

### Evaluation of regulatory loops

In order to estimate the reliability of the individual loop motifs and to provide a statistically rigorous framework, we evaluated the closed loop-motifs by examining the association between their 3 elements using two methods of correlations including Pearson correlation (ρ) [47,48] and distance correlation (DC) [49,50]. The classical measure of dependence, the Pearson correlation coefficient, is an association measure sensitive mainly to linear dependency between variables and has been used previously for inferring regulatory networks [51]. For two variables, X and Y, their Pearson correlation coefficient is defined as the covariance of the two variables divided by the product of their standard deviations (σ):

$$ \rho \left(X,Y\right)=\frac{\mathrm{cov}\left(\mathrm{X},\mathrm{Y}\right)}{\upsigma \mathrm{X}\upsigma \mathrm{Y}} $$

Although the prevailing approach when inferring regulation relationships is to assume linear dependencies between bio-elements, it is possible for some elements to have nonlinear dependency. DC is a novel method for evaluating nonlinear dependency that has many appealing features when compared to Pearson. Unlike Pearson, DC scores zero if and only if variables are independent (a Pearson correlation of zero does not imply independence between variables). Since our miRNA array data were generated for 5 time points (0 h, 2 h, 24 h, 48 h and 7d) and mRNA for only 3 time points (0 h, 24 h and 7d) post-IR injury, we imputed mRNA expression data for two additional time points (2 h and 48 h) using the simple least square method [52-54]. This approach allowed us to calculate both, linear and nonlinear dependencies for all predicted miRNA-mRNA pairs at matching time points. Detailed results from both correlation methods could be found in Additional file 1.

Each inferred loop motif consists of three edges (miR-TF, miR-mRNA, and TF-mRNA), and each individual edge was tested for both linear and nonlinear dependency. The R packages Hmisc (http://cran.r-project.org/web/packages/Hmisc/index.html) and Energy (http://cran.r-project.org/web/packages/energy/index.html) were used to calculate ρ and DC values between elements of each loop motif. The significance of ρ and DC values were supported by an associated p-value. Only loops with all three significantly correlated edges (p-value ≤ 0.05) were considered for further analyses. The combined correlation analysis (ρ and DC) resulted in 2681 out of 4218 (63.6%) closed loop motifs associated with the 24 h post-IR period and 699 out of 957 (73%) closed loop-motifs in the 7d post-IR period (Table 3).

**Table 3:** **Number of closed loop-motifs and their molecular components for each of the three reperfusion time points (0 h, 24 h, and 7d) following 1 h of ischemia**

**Closed loop-motifs**	**0 h**	**24 h**	**7d**
Closed loop motifs	**0**	**2681**	**699**
**mRNA**	0	433	215
**TFs**	0	16	14
**miRNA**	0	53	34

Only loop-motifs, which contained 3 statistically significantly and correlated pairings (miR-TF, miR-mRNA, and TF-mRNA) were listed here (p-value ≤ 0.05). It is noteworthy that although there were 43 differentially expressed molecular components at 0 h, there were insufficient numbers of statistically significant and correlated pairings at this initial time point.

### Construction of regulatory networks

Significantly correlated closed loop-motifs identified in the previous step were integrated into regulatory networks associated with 24 h and 7d time points following retinal IR-injury. The Gephi open graph visualization platform [55] was used to develop graphic representations of the regulatory networks containing nodes, each consisting of either miR, TF, or TG and their interconnecting edges representing interactions between the nodes. We analyzed the topological structure of the networks to identify regulators (TFs and miRs) with major regulatory roles in 24 h and 7d post-IR-injury based on node degree. The node degree is defined as the number of directly connected neighbors of a node in a particular network. Nodes that have a high number of directly connected neighbors are thought to be important regulatory hubs within the regulatory network.

## Results

### Analysis of regulatory closed loop-motifs associated with IR-Injury

Initial analyses indicated that different numbers of mRNAs, TFs and miRs were present at the three different time points following the initial ischemic condition (Table 1). 

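The miR data behind these numbers came from the retinas of 60 rats, with 1 array per rat. At each of the 5 time points (0 h, 2 h, 24 h, 48 h and 7d), 6 rats of the IR group and 6 sham control rats were used. Total RNA was labeled with the dye Cy3 and hybridized to Agilent rat miR arrays, which measure 1 color. For each of 350 rat miRs, the Feature Extraction software gave a total signal (a fluorescence intensity after subtraction of the background) and a flag for detection. These signals were not normalized between arrays. The arrays lay on 9 slides that were scanned on 3 days. Each scan held as many IR arrays as sham control arrays (11 of each, 11 of each and 8 of each), whereas only 2 of the 9 slides held arrays of both treatments. At no time point did an IR array share a slide with a sham control array of that time point.

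Between 59 and 232 of the 350 miRs were detected per array. The median number of detected miRs on the IR arrays was 143 at 0 h (97 to 179), 159.5 at 2 h (105 to 180), 106 at 24 h (78 to 127), 118 at 48 h (106 to 171) and 97.5 at 7d (59 to 125). On the sham control arrays it was 141 at 0 h (118 to 224), 137.5 at 2 h (with a minimum of 113), 148 at 24 h (126 to 229), 158.5 at 48 h (126 to 208) and 164 at 7d (162 to 232). At 24 h the mean was 105 ± 17.3 on the IR arrays and 158 ± 38.4 on the sham control arrays (SD, n = 6), and 5 of the 6 IR arrays lay below every sham control array (exact two-sided permutation test, p = 0.00433, adjusted p = 0.0108 over 20 comparisons of array measures). At 7d it was 98 ± 24.1 against 184 ± 32.2 (SD, n = 6), with all 6 IR arrays below every sham control array (same exact test, p = 0.00216, adjusted p = 0.0072). At 48 h the means of 126 ± 23.9 and 166 ± 32.0 differed before but not after adjustment (same exact test, p = 0.0368, adjusted p = 0.0669). The groups at 0 h (137 ± 28.1 against 153 ± 38.4, p = 0.461 by the exact test) and at 2 h (152 ± 28.9 against 154 ± 40.7, p = 0.913 by the exact test) were not distinguishable. Within the 3 scans, the mean on the IR arrays and that on the sham control arrays were 109.5 and 148.5, 94.3 and 141.3, and 127 and 229 at 24 h. At 7d they were 97.5 and 162.5, 73.5 and 164, and 123 and 225. At 48 h they were 127 and 135, 108.5 and 158.5, and 142.5 and 204, so the IR mean was lower on each scan. The exact test did not take the scan into account, so its result at 48 h leaves a difference open. Each scan held between 1 and 3 arrays per group at these time points.

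On 50 of the 60 arrays, most of the 350 miRs were not detected. The signals were therefore scaled to each array's 75th percentile over the 57 miRs detected on all 60 arrays. Before this scaling, the log2 75th percentile over all miRs was lower on the IR arrays, at 4.53 ± 0.61 against 6.37 ± 0.35 at 24 h and 4.32 ± 0.63 against 6.70 ± 0.18 at 7d (SD, n = 6, exact permutation test, p = 0.00216, adjusted p = 0.0072 at each). Scaled signals under a floor of 6.20 signal units, the median over the arrays of the lowest signal of a detected miR, were set to this floor (2.63 on the log2 scale). The 159 miRs detected on all 6 arrays of at least 1 group were tested with limma on the log2 scale, with Benjamini-Hochberg adjustment within each time point. The thresholds were those of the methods, an absolute fold change of at least 2 and an adjusted p of at most 0.05. A miR detected on no array of a group has only an upper bound there. Its change is given as at least N-fold, from the mean of the other group over the mean of, per array, the higher of the lowest detected signal and the miR's own signal. Where this bound is under 1, no measured fold change is given, and fitted differences shown for such miRs under other settings give a direction only. The number of arrays limits the precision of all these values.

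**Figure D1:**
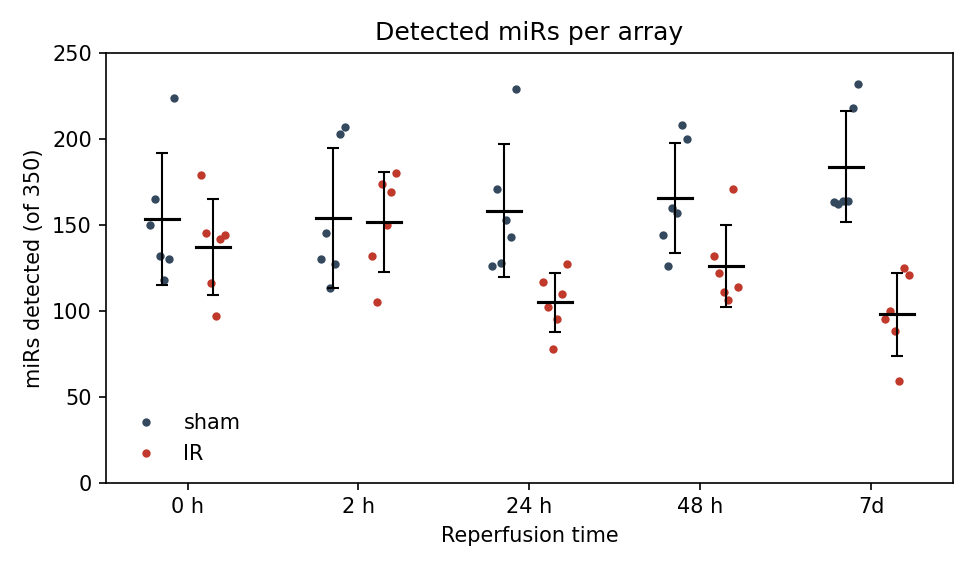
Number of miRs detected of the 350 on the array (y axis) for each of the 60 arrays (points), by treatment and time point (x axis), with the mean ± SD of each group of 6. The IR arrays at 7d lie between 59 and 125 and the sham control arrays between 162 and 232.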

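Of the 159 miRs tested, 11 were differentially expressed at 0 h, 29 at 24 h and 29 at 7d by limma. At 0 h, 10 of these miRs were higher and 1 was lower in IR than in sham control. At 24 h, 19 were higher and 10 lower, and at 7d, 12 were higher and 17 lower. No IR array overlapped with a sham control array for 3 of the 11 miRs at 0 h, 27 of the 29 at 24 h and 27 of the 29 at 7d. Over all 159 miRs this was so for 7, 54 and 66, where chance alone gives 0.22% of miRs. Detection on all 12 arrays of the time point held for 2 of the differentially expressed miRs at 0 h, 12 at 24 h and 6 at 7d, each of them higher in IR. Of the miRs lower in IR, all 10 at 24 h and 14 of the 17 at 7d were detected on no IR array. The bound on the decrease exceeded 1-fold for 1 of these miRs at each of the 2 time points.

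Among the alternatives, the counts rose most when the arrays were not normalized to each other, to 79 at 0 h, 136 at 24 h and 149 at 7d, and fell most, to 2, 6 and 4, when only the 57 miRs detected on all 60 arrays were tested. They were 10, 12 and 11 with the mean of log2 signals over probes, and, with settings chosen after the data were seen, 3, 8 and 6 with the highest detection limit as floor and 10, 14 and 5 with array brightness as a covariate. The direction of change depended on the scaling. With the 75th percentile taken over all 350 miRs, 9 miRs were higher and 2 lower at 0 h, 15 higher and 20 lower at 24 h, and 10 higher and 27 lower at 7d. With quantile normalization, 8 were higher and 4 lower at 0 h, 13 higher and 33 lower at 24 h, and 10 higher and 33 lower at 7d. Without normalization between arrays, 4 were higher and 75 lower at 0 h, 1 higher and 135 lower at 24 h, and 0 higher and 149 lower at 7d. With the slide as a block, 7, 25 and 23 miRs were differentially expressed at 0 h, 24 h and 7d, and with the scan as a block, 11, 29 and 29. The slide block separates slide and IR only through arrays of other time points, so its counts do not exclude the slide. Between sham control groups, limma called 0 of the 159 miRs at 2 h, 24 h, 48 h or 7d against 0 h, with 1, 25, 25 and 35 miRs at an unadjusted p under 0.05.

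At 0 h, the increases without overlap of arrays were those of rno-miR-125a-3p, rno-miR-539 and rno-miR-125b*. The log2 signal of rno-miR-125a-3p was 5.99 ± 0.17 in IR and 3.82 ± 0.46 in sham control (SD, n = 6), a log2 fold change of 2.17 (standard error 0.29, adjusted p = 9.43e-08 by limma) with detection on 6 IR and 4 sham control arrays. That of rno-miR-539 was 6.83 ± 0.55 against 4.602 ± 1.11 (SD, n = 6), a log2 fold change of 2.23 (adjusted p = 1.12e-05 by limma) with detection on 6 and 4 arrays. That of rno-miR-125b* was 5.52 ± 0.20 against 4.18 ± 0.61 (SD, n = 6), a log2 fold change of 1.34 (adjusted p = 0.00325 by limma) with detection on 5 and 4 arrays. With the highest detection limit as floor, a setting chosen after the data were seen, none of these 3 was called. Among other settings, a floor of 0.01 signal unit left rno-miR-125a-3p and rno-miR-125b* above the adjusted p threshold (adjusted p = 0.1 and 0.438 by limma), and the slide as a block did so for rno-miR-125b* (adjusted p = 0.237 by limma).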

The lowest number of changes occurred at 0 h whereas the largest number occurred at 24 h. These changes were reflected in the number of closed loop motifs observed for each time point (Table 3). Thus, there were no closed loop motifs at the 0 h time point, and the maximum number was observed at 24 h. The absence of closed loop motifs at 0 h may indicate a lack of sensitivity or a lack of data at this time point. This is an area that may need further investigation.

In contrast, at the 24 h reperfusion time point, there were 433 mRNAs (47.1% from all differentially expressed mRNAs), 16 TFs (35.5% from all differentially expressed TFs) and 53 miRs (80.3% from all differentially expressed miRs) from which we were able to construct 2681 closed regulatory loop-motifs (Table 3). 

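At 24 h, the miRs with the largest fitted increases and decreases among those without overlap of arrays were taken from the limma fit. They are given without order, because part of their arrays lay below detection. The array annotation (genome build rn4) places the probe of rno-miR-291a-3p on chromosome 1 from 64274638 to 64274657. Its log2 signal was 6.58 ± 0.35 in IR and 3.30 ± 0.74 in sham control (SD, n = 6), a log2 fold change of 3.27 (standard error 0.46, adjusted p = 1.26e-07 by limma). It was detected on 6 IR and 2 sham control arrays. For rno-miR-493, detected on 5 IR and 2 sham control arrays, the log2 signal was 6.58 ± 0.30 against 3.55 ± 0.67 (SD, n = 6, adjusted p = 6.22e-08 by limma). For rno-let-7d*, detected on 6 and 4 arrays, the log2 fold change was 2.68 (standard error 0.55, adjusted p = 7.28e-05 by limma). In all 3, every IR array lay above every sham control array, and the difference had this sign within each scan. None of the 3 was called with the highest detection limit as floor, a setting chosen after the data were seen. The increase of rno-let-7d* was 0.59 (adjusted p = 0.58 by limma) with array brightness as a covariate, chosen likewise.

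The decreases were those of rno-miR-30e*, rno-miR-375 and rno-miR-376a, which were detected on no IR array. The measured log2 signal of rno-miR-30e* was 3.17 ± 0.66 in IR and 4.66 ± 0.10 in sham control, where all 6 arrays detected it (SD, n = 6, adjusted p = 4.26e-07 by limma). That of rno-miR-375 was at the floor of 2.63 on every IR array and 4.03 ± 0.25 in sham control with 6 arrays detecting it (SD, n = 6, adjusted p = 2.62e-06 by limma). That of rno-miR-376a was at the floor on every IR array and 4.03 ± 0.42 in sham control with 4 arrays detecting it (SD, n = 6, adjusted p = 3.9e-05 by limma). All 6 IR arrays lay below every sham control array in these 3 miRs. With normexp background correction the sign of the 3 differences was reversed.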

At the 7d reperfusion time point there were 215 mRNAs (31% from all differentially expressed mRNAs), 14 TFs (35.9% from all differentially expressed TFs) and 34 miRNAs (54% from all differentially expressed miRNAs) from which we were able to construct 699 closed regulatory loop-motifs (Table 3). 

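Among the largest fitted changes at 7d was that of rno-miR-493, given without order because part of its arrays lay below detection. Its probe lies on chromosome 6 from 134170398 to 134170413 (rn4). Its log2 signal was 5.99 ± 0.47 in IR and 3.39 ± 0.60 in sham control (SD, n = 6), a log2 fold change of 2.60 (standard error 0.415, adjusted p = 7.75e-07 by limma). All 6 IR arrays lay above every sham control array, and 4 IR and 3 sham control arrays detected it. It was not called with the highest detection limit as floor, a setting chosen after the data were seen. With array brightness as a covariate this difference was 0.84 (adjusted p = 0.32 by limma).

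Large decreases without overlap of arrays were those of rno-miR-184, rno-miR-379 and rno-miR-376a, all detected on 6 sham control arrays and on no IR array. The probe of rno-miR-184 lies on chromosome 8 from 94692582 to 94692603. Its log2 signal was at the floor of 2.63 in IR and 5.97 ± 1.97 in sham control (SD, n = 6), at least 2.17-fold lower (adjusted p = 0.00713 by limma). Its sham control signals were not distinguishable from the detection limits of the IR arrays (exact two-sided permutation test, p = 0.268). With the slide as a block, the adjusted p of rno-miR-184 was 0.102 by limma. The measured log2 signal of rno-miR-379 was 2.89 ± 0.62 in IR and 4.88 ± 0.29 in sham control (SD, n = 6, adjusted p = 1.04e-07 by limma). That of rno-miR-376a was 2.67 ± 0.08 against 4.33 ± 0.53 (SD, n = 6, adjusted p = 1.44e-06 by limma). One array, replicate 5 of the IR group, held the highest IR value of rno-miR-379 (4.15, against the floor on the other 5) and of rno-miR-376a (2.83). With normexp background correction the sign of all 3 differences was reversed.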

Comparison of the motifs between time points revealed the presence of only 45 overlapping loop motifs. These common regulatory loop motifs involved 30 mRNA, 24 miRs and a single TF, which was Stat1 (Figure 2). These results indicate, for the most part, different regulatory motifs are linked to distinct ischemic-reperfusion time points which would likely have some prognostic value.

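For the miR part of these motifs, the differentially expressed miRs of the 2 time points were set side by side. The mRNA and TF measurements come from other arrays that were not analysed here, so the motifs were not rebuilt. Of the 29 miRs called at 24 h and the 29 called at 7d, 19 were called at both, where 5.29 would be shared by chance (two-sided Fisher's exact test, p = 1.08e-10, odds ratio 22.0). All 19 changed in the same direction at both time points. The rats of the 2 time points, sham control rats included, were different animals. The test takes miRs as independent, which they are not. At both time points the IR arrays were dimmer than the sham control arrays and lay on other slides. An effect of either on the calls would be shared as well, and the test does not exclude it. The shared number ranged from 4, with the 57 miRs detected on all 60 arrays and with array brightness as a covariate (chosen after the data were seen), to 135 without normalization between arrays.

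Another 10 miRs were called at 24 h only and 10 at 7d only. Of these 20, 19 had the same sign at both time points, and 1 showed a difference when the difference itself was tested. Across the 159 miRs, the log2 fold changes at 24 h and 7d had a Pearson r of 0.90 (95% bootstrap interval 0.846 to 0.939, 1000 resamples of miRs) and a Spearman rho of 0.856. Over the alternatives, the correlation across miRs of log2 fold changes at 24 h and 7d ranged from 0.788 with array brightness as a covariate to 0.979 with normexp background correction. This relation is across miRs, which are not independent replicates.

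The effect of IR differed between 24 h and 7d for 5 miRs at an adjusted p of at most 0.05 by limma, and for 21 at an unadjusted p of at most 0.05. These miRs were rno-miR-132, rno-miR-21, rno-miR-335, rno-miR-338 and rno-miR-34a. No fold change threshold applies to this test, which leaves it open to small shifts in scaling. In data simulated for 24 h with 189 miRs, a median of 17 unchanged miRs passed it over 20 draws. Without normalization between arrays and with normexp background correction, limma gave 0 such miRs, with 2 and 1 at an unadjusted p under 0.05.

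At 24 h the measured log2 signal of rno-miR-335 was 2.95 ± 0.41 in IR, with no array detecting it, and 4.13 ± 0.47 in sham control, with 4 arrays detecting it (SD, n = 6). At 7d it was 4.91 ± 0.26 in IR and 4.28 ± 0.29 in sham control (SD, n = 6), with detection on 2 and 6 arrays. With 6 of 6 IR arrays below the sham control mean at 24 h and 6 of 6 above it at 7d, the adjusted p of the difference was 0.00219 by limma. Its size is not given, because part of the arrays lay below detection. With the highest detection limit as floor, a setting chosen after the data were seen, the log2 fold change of rno-miR-335 at 24 h and the log2 fold change of rno-miR-335 at 7d were both 0. The 2 time points share a small number of loop motifs (Figure 2). From this the paper proposes that mostly different motifs are linked to each time point, with a likely prognostic value.

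**Figure D2:**
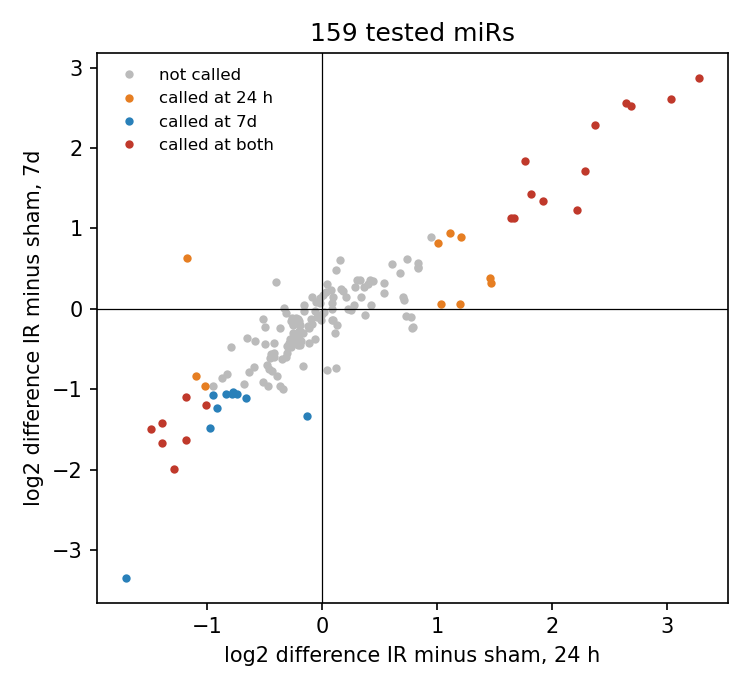
Log2 difference in signal, IR minus sham control, at 24 h (x axis) and at 7d (y axis) for the 159 tested miRs (points), coloured by the time points at which a miR was called. The 19 miRs called at both time points lie on the same side of 0 on both axes, and the order of points with arrays at the floor carries no meaning.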

**Figure 2:**
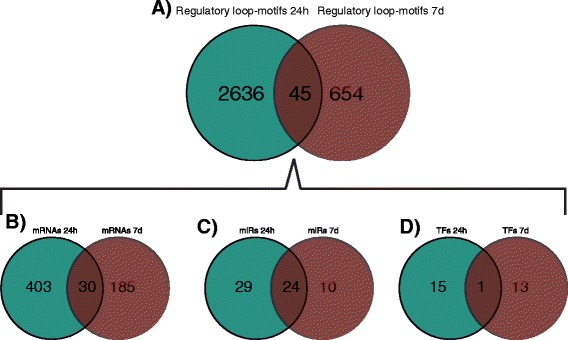
Unique and common loop-motifs and individual molecular loop-components related to early (24 h) and late (7d) stages post-IR injury. At 0 h, there were no significant closed loop-motives. **A**. Closed loop-motifs. **B**. Transcripts (mRNAs) representing target genes. **C**. microRNAs (miRs). **D**. transcription factors (TFs). There were a higher number of loop motifs at 24 h than at 7d. Moreover, there were more representations of mRNAs, miRs and TFs at 24 h compared with the 7d, whether they were unique or common. The pattern of node relationships for the molecular components is typical in that the numbers of TF < miRs < mRNAs.

### Properties of time point specific regulatory networks associated with IR-Injury

The regulatory network at the 24 h post-IR stage integrated 2681closed loops and consisted of 504 nodes and 3214 edges (Figure 3A), while the network at the 7d post-IR stage combined 699 closed loops and contained 263 nodes and 1032 edges (Figure 3B). Thus topological network analysis revealed higher connectivity at 24 h (3214 edges) compared to 7d (1032 edges).

**Figure 3:**
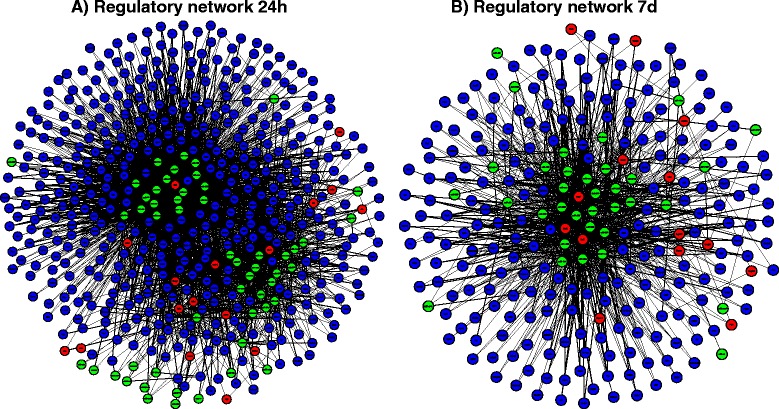
Highly interconnected networks of loop motifs related to early (24 h) and late (7d) post-IR injury periods. **A**. Regulatory network at 24 h consisting of 2681 closed loop-motifs, with only 45 in common with the 7d time point. **B**. Regulatory network at 7d consisting of 699 closed loop-motifs, with only 45 in common with the 24 h time point. Each motif is composed by a microRNA (miR, filled green circle) a transcription factor (TF, filled red circle) and a related protein-coding gene transcript (filled blue circle). Every node (miRNA, TF and TG) represents a differentially expressed molecular element with altered expression in retinal ischemia-reperfusion injury, when compared to sham control animals.

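The 699 loop motifs listed for 7d in Additional file 1 hold 34 miRs. In the arrays, 25 of these miRs were detected often enough to be tested and 14 were called at 7d, 5 higher and 9 lower in IR. Among the other 134 tested miRs 15 were called (two-sided Fisher's exact test, p = 2.6e-06). The loop miRs had been chosen by the study from these same arrays, so the comparison is not independent evidence. An adjusted p of at most 0.05 without the fold change threshold was reached by 23 of the 25. No IR array at 7d detected 24 of the 34 miRs, and 3 of the 34 were detected on all 12 arrays. Over the alternatives, the count of called loop miRs ranged from 0, with the 57 miRs detected on all 60 arrays (1 loop miR tested, 0 by limma and 0 at an unadjusted p under 0.05), to 34 of 34, with the authors' table and an unmoderated test, a setting chosen after the data were seen. For 24 h, the first 1998 of the 2681 loops were at hand, which hold 40 miRs, and no set of miRs was tested against them.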

To assess the overall contribution of the individual elements (miRs, mRNAs, TFs) within nodes to the expansiveness of the networks at each time point, the node degrees (or levels of connectivity) were calculated for each node. The top 10 mRNAs, TFs and miRs in both networks were ranked by their degrees and listed (Table 4).

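The miRs of this ranking were looked up in the arrays at the time point of their network. Of the 10 miRs at 24 h, 5 met the detection rule and were tested, and 4 were called, 3 higher and 1 lower in IR. The entry written miR-495* was counted as rno-miR-495, the only form that the arrays list. The paper's text on shared miRs, its Discussion and its Table 5 also write rno-miR-495. Without this entry, 4 of 9 miRs were tested and 3 were called, 3 higher and 0 lower. Of the 10 miRs at 7d, 9 were tested and 5 were called, 3 higher and 2 lower. Detection on all 12 arrays held for 3 miRs at 24 h and 1 at 7d, and 5 at 24 h and 6 at 7d were detected on no IR array.

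At 24 h, rno-miR-466b (chromosome 17, probe from 79288584 to 79288601, rn4) and rno-miR-206 (chromosome 9, probe from 19402041 to 19402056) were detected on all 12 arrays. The log2 signal of rno-miR-466b was 9.43 ± 0.41 in IR and 7.79 ± 0.28 in sham control (SD, n = 6), a log2 fold change of 1.64 (standard error 0.32, adjusted p = 3.26e-05 by limma). That of rno-miR-206 was 7.57 ± 0.30 against 5.65 ± 0.28 (SD, n = 6), a log2 fold change of 1.91 (standard error 0.42, adjusted p = 0.00016 by limma). Each IR array lay above every sham control array in both miRs. Of the alternatives that gave a value, the one without normalization between arrays was the only one that did not call them, with differences of -0.51 and -0.24. For rno-miR-33, no IR array and 4 sham control arrays detected the miR, and the log2 signal was at the floor of 2.63 in IR and 2.85 ± 0.25 in sham control (SD, n = 6, adjusted p = 0.0288 by limma). It was not called. Not tested were rno-miR-19a, rno-miR-221 and rno-miR-297, each detected on 0 IR arrays and 1 sham control array. The measured log2 signal of rno-miR-221 was 4.51 ± 0.30 in IR and 2.90 ± 0.43 in sham control, with every IR array above every sham control array (SD, n = 6, exact permutation test, p = 0.00216, the smallest that 6 against 6 allows). That of rno-miR-19a was at the floor in IR and 2.84 ± 0.31 in sham control (SD, n = 6, exact permutation test, p = 0.0606). That of rno-miR-297 was 2.73 ± 0.24 against the floor (SD, n = 6, exact permutation test, p = 1).

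At 7d, the log2 signal of rno-miR-291a-3p was 6.02 ± 0.43 in IR and 3.15 ± 0.40 in sham control (SD, n = 6), a fitted log2 difference of 2.87 (adjusted p = 9.52e-07 by limma) that rests in part on signals below detection, since 3 and 2 arrays detected the miR. For rno-miR-539 (chromosome 6, probe from 134408929 to 134408946) it was 6.31 ± 0.27 against 4.59 ± 0.35 (SD, n = 6), a log2 fold change of 1.72 (adjusted p = 9.24e-05 by limma) with detection on 4 and 6 arrays. Each IR array lay above every sham control array in these 2 miRs, and neither was called with the highest detection limit as floor, a setting chosen after the data were seen. With array brightness as a covariate the difference of rno-miR-291a-3p was 0.72 (adjusted p = 0.469 by limma), and without normalization between arrays that of rno-miR-539 was -0.86. For rno-miR-138 (chromosome 19, probe from 11114711 to 11114724), detected on no IR array and 6 sham control arrays, the measured log2 signal was 2.76 ± 0.25 in IR and 4.40 ± 0.18 in sham control (SD, n = 6, adjusted p = 1.75e-10 by limma), and 21 of 25 alternatives called it lower, while normexp background correction called it higher. For rno-miR-329, detected on no IR array and 6 sham control arrays, it was 3.69 ± 0.76 against 4.45 ± 0.13, with 5 of 6 IR arrays below the sham control mean (SD, n = 6, adjusted p = 0.00715 by limma), and the miR was not called. With normexp background correction the sign was reversed for rno-miR-33, rno-miR-138 and rno-miR-329.

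**Figure D3:**
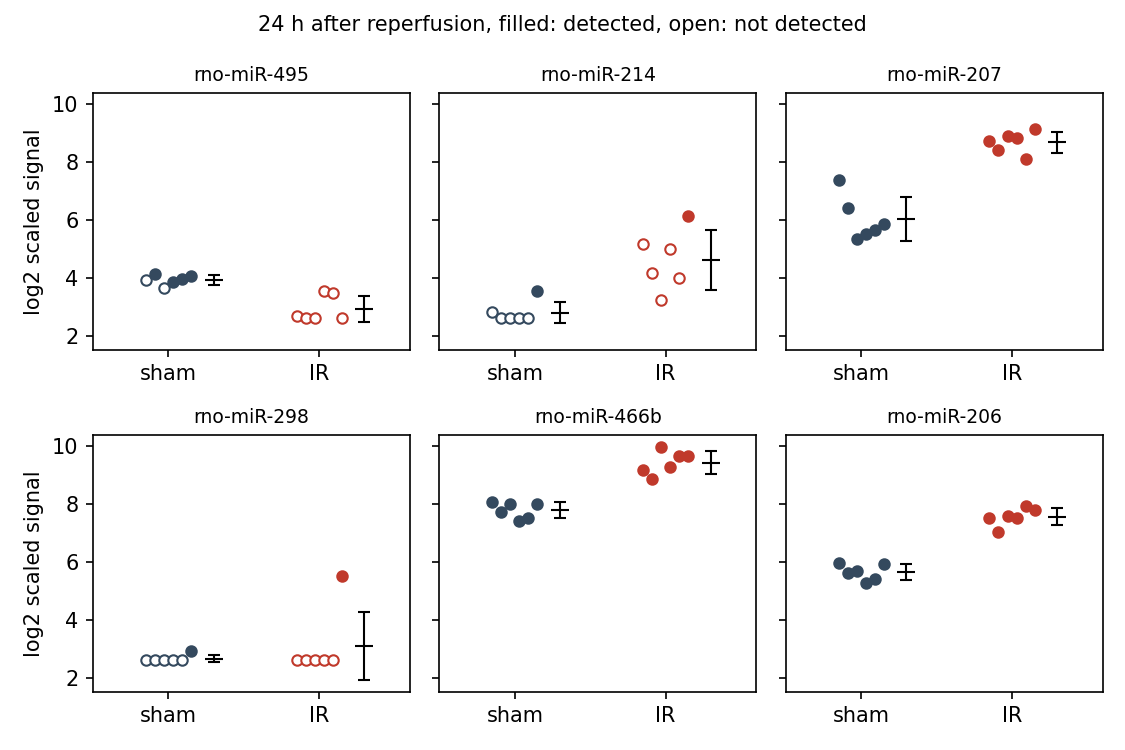
Log2 scaled signal (y axis) of rno-miR-495, rno-miR-214, rno-miR-207, rno-miR-298, rno-miR-466b and rno-miR-206 on the 6 IR and 6 sham control arrays at 24 h (x axis), 1 panel per miR. Filled points mark arrays that detected the miR, open points arrays that did not, and bars the mean ± SD. All 12 points are filled for rno-miR-207, rno-miR-466b and rno-miR-206, and 1 IR and 1 sham control point for rno-miR-214 and for rno-miR-298.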

**Table 4:** **Top ten transcription factors, mRNAs and miRs ranked by the number of their connections at the 2 time points 24 h and 7d post-IR injury**

**miR (24 h)**	**C**	**miR (7d)**	**C**	**mRNA (24 h)**	**C**	**mRNA (7d)**	**C**	**TF (24 h)**	**C**	**TF (7d)**	**C**
miR-495*	172	miR-873	55	Dhcr24	22	Igf1	21	Maf	389	Lef1	124
miR-214	170	miR-223	48	Map2	22	Prrx1	16	**Stat1**	165	**Stat1**	106
**miR-207**	143	miR-410	45	Hmox1	21	Xpr1	16	Creb1	104	Bcl6	98
miR-298	132	miR-185	45	Pcdha4	21	Dhcr24	14	Nptx1	29	Stat3	12
miR-466b	111	miR-291a-3p	44	Foxp1	21	Slc26a4	14	Tp53	28	Runx1	8
miR-206	104	**miR-495**	43	Samd12	20	Glce	13	Foxp1	21	Cebpb	8
miR-19a	102	miR-329	40	Kcnc1	19	Slc18a2	13	Isl1	18	Litaf	7
miR-221	95	**miR-207**	35	Ppp1r9a	19	Stat3	12	Nr2c2	15	Arida5a	6
miR-297	91	miR-138	31	Rictor	19	Fut4	12	Gnb1	12	Lgals3	4
miR-33	90	miR-539	28	Dclk1	19	Scarb2	12	Rnf138	7	Arpc1b	3

*Bold denotes the common molecular components between the early and late post-IR time points.

We have rank-ordered each of the 3 molecular components by their relative connectivity and used this as a marker of relative importance within networks at the 2 time points. Note that there are a few molecular components which are common to both time points. For example rno-miR-495 and rno-miR-207 are common between the 24 h and 7d time points, but they are rank-ordered differently between the 2 time points. In addition, *Stat1* is present and equally rank-ordered at both time points. 

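Both miRs were tested at both time points. The array annotation places the probe of rno-miR-495 on chromosome 6 from 134399268 to 134399287 and that of rno-miR-207 on chromosome 5 from 58101245 to 58101258 (rn4). At 24 h, rno-miR-495 was detected on no IR array and on 4 sham control arrays, with a measured log2 signal of 2.94 ± 0.45 in IR and 3.95 ± 0.17 in sham control (SD, n = 6, adjusted p = 0.000112 by limma). At 7d it was detected on no IR array and on 6 sham control arrays, with 2.91 ± 0.43 against 4.10 ± 0.13 (SD, n = 6, adjusted p = 7.21e-06 by limma). All 6 IR arrays lay below every sham control array at both time points, and the miR was called. The bound on the decrease did not exceed 1-fold at either, so no fold change is given. With normexp background correction the sign was reversed at both time points, and with the mean over probes at 7d. With array brightness as a covariate rno-miR-495 was lower at both time points and not called (adjusted p by limma of 0.375 for the log2 fold change of rno-miR-495 at 24 h and 0.364 for the log2 fold change of rno-miR-495 at 7d), and with the slide as a block it stayed under 2-fold at both.

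The log2 signal of rno-miR-207, detected on all 24 arrays of the 2 time points, was 8.68 ± 0.36 in IR and 6.04 ± 0.75 in sham control at 24 h (SD, n = 6), a log2 fold change of 2.64 (standard error 0.72, adjusted p = 0.00178 by limma). At 7d it was 8.36 ± 0.30 against 5.80 ± 0.31 (SD, n = 6), a log2 fold change of 2.56 (standard error 0.72, adjusted p = 0.00211 by limma). Each IR array exceeded every sham control array at both time points. The effects at 24 h and 7d were not distinguishable for rno-miR-207 (difference -0.09, adjusted p = 0.977 by limma) or for rno-miR-495 (adjusted p = 0.795 by limma). With the slide as a block, rno-miR-207 was no longer called, with an adjusted p by limma of 0.148 for the log2 fold change of rno-miR-207 at 24 h and 0.0526 for the log2 fold change of rno-miR-207 at 7d. With array brightness as a covariate, its difference was -0.27 at 24 h (adjusted p = 0.825 by limma) and -0.94 at 7d (adjusted p = 0.542 by limma). Without normalization between arrays it was 0.49 and -0.02.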

C = number of connections.

Reportedly, the nodes that have a high degree of connectivity are known as hub nodes (or hubs) and play major roles in the regulatory networks. The top three rno-miRs at 24 h were rno-miR-495* (degree of 172), followed by rno-miR-214 (degree of 170) and rno-miR-207(degree of 143). In contrast at 7d, rno-miR-873 (degree of 55), rno-miR-223 (degree of 48) and miR-410 (degree of 45) had the highest degrees of connectivity. 

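The arrays carry probes for rno-miR-495 and list no rno-miR-495*. Elsewhere the paper writes this hub as rno-miR-495, so the values of rno-miR-495 given above stand for it. The probe of rno-miR-214 lies on chromosome 13 from 77916261 to 77916275 (rn4). This miR was detected on 1 IR and 1 sham control array at 24 h and on 15 of all 60 arrays, so it did not enter the test. Its measured log2 signal at 24 h was 4.63 ± 1.02 in IR and 2.82 ± 0.37 in sham control (SD, n = 6), with 5 of 6 IR arrays above every sham control array (exact two-sided permutation test, p = 0.00433). Both arrays that detected it lie on the third scan, and no array of the other scans detected it at 24 h. When miRs detected on at least 1 array were tested, rno-miR-214 was called (adjusted p = 0.000665 by limma).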

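At 7d, rno-miR-873 (chromosome 5, probe from 53454961 to 53454980, rn4) was detected on no IR array and on 6 sham control arrays. Its measured log2 signal was 3.01 ± 0.53 in IR and 3.46 ± 0.25 in sham control (SD, n = 6), with 5 of 6 IR arrays below the sham control mean, and it did not pass the threshold (adjusted p = 0.098 by limma). The difference was above 0 within the first scan and below 0 within the other two. With a floor of 1 signal unit rno-miR-873 was called as lower (adjusted p = 0.0243 by limma for the log2 fold change of rno-miR-873 at 7d), and with normexp background correction it was called as higher.

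For rno-miR-223 (chromosome X, probe from 83869120 to 83869140), 2 IR and 2 sham control arrays detected the miR, which was not tested under the detection rule. Its measured log2 signal was 5.46 ± 0.69 in IR and 3.04 ± 0.59 in sham control (SD, n = 6), with every IR array above every sham control array (exact two-sided permutation test, p = 0.00216). It was called when miRs detected on at least 1 array were tested (adjusted p = 1.31e-05 by limma). The probe of rno-miR-410 lies on chromosome 6 from 134425129 to 134425147. Its log2 signal was 4.54 ± 0.34 in IR, where no array detected it, and 5.49 ± 0.12 in sham control (SD, n = 6), at least 1.11-fold lower in IR. All 6 IR arrays lay below every sham control array (adjusted p = 1.04e-07 by limma), but the fitted difference stayed under 2-fold and the miR was not called. With the 75th percentile taken over all 350 miRs it was called (-1.16), and with normexp background correction its sign was reversed.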

The top three TFs were *Maf* (degree of 389), *Stat1* (degree of 165) and *Creb1* (degree of 104) in the network associated with the 24 h time point and *Lef1* (degree of 124), *Stat1* (degree of 106) and *Bcl6* (degree of 98) in the regulatory network associated with the 7d post-IR. Of particular note, at both time points, with the exception of the top 3 TFs, most TFs had relatively low levels of connectivity (Table 4). We didn’t distinguish between in- and out-degree and we ranked the molecular components based on connectivity (the sum of in- and out-degree). However, further analyses showed that the ranking of the top 3 TFs would not change if we consider the out-degree only. The top 10 gene-transcripts, distinct for each of the 24 h and 7d time points, were moderately well connected at between 12 and 22 connections each.

The gene-transcripts in the regulatory loops in these networks were evaluated for their biological relevance with the aid of the Database for Annotation, Visualization and Integrated Discovery (DAVID) [45,46] and pathway analysis (Ingenuity Pathway Analysis, IPA®,QIAGEN Redwood City, CA) and the most enriched biological processes were listed (Table 2). The networks associated with the 24 h time point were significantly enriched for genes participating in cell death, apoptosis, caspase-activation, ion transport and synaptic activities. The networks associated with the 7d time point were significantly enriched for genes participating in inflammatory responses, immune responses, antigen presentation, ion transport and also cell death. Similarities and differences between the processes in each time point are discussed below.

### Sub-networks at 24 h post-IR period

Within the large network of closed-loop motifs associated with the 24 h time point (Figure 3A) there are several prominent sub-networks (Figure 4A-E), which together represent approximately 50% of all regulatory loops detected. The numbers of statistically significant closed loop motifs for each of these smaller sub-networks are listed (Table 2). The global transcription factors *Maf*, *Creb1* and *Stat1* are the principal regulatory components in each of these sub-networks, and the target genes corresponded to the annotated biological functions. For example, potassium inwardly-rectifying channels (*Kcnj12, Kcnj3, Kcnj9*), voltage-gated potassium channel *Kcnc*1, the protein kinases (*Jak3, Prkca, Prkce*), the genes encoding solute carrier membrane transport proteins (*Slc12a2, Slc38a3, Slc4a8, Slc4a7, Slc4a10, Slc8a1)* and the voltage gated sodium channel *Scn2a1* were the represented target genes in the sub-network linked to ion transport (Figure 4B), while the glutamate receptors *Gria4* and *Grm5*, gamma-aminobutyric acid (GABA) B receptor *Gabbr2*, synaptotagmin I (*Syt1*) and inositol 1,4,5-trisphosphate receptor *Itpr1* were among the nodes in the sub-network associated with synaptic activities (Figure 4C). In contrast, the target genes from the sub-network associated with apoptosis (Figure 4D) were mostly shared with target genes in the caspase activation associated network (Figure 4E). This is to be expected since caspase activation is a hallmark of apoptosis.

**Figure 4:**
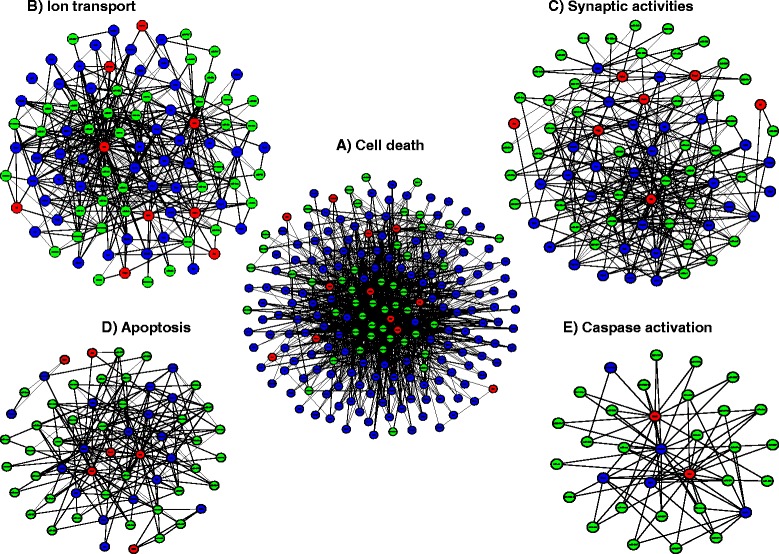
Sub-networks at 24 h associated with 5 particular cellular processes, all being a part of the larger regulatory network seen in Figure 3A. Each of the subnetworks contains multiple closed loop-motifs. **A**. Loop-motifs related to cell death. **B**. Loop-motifs related to ion transport. **C**. Loop-motifs related to synaptic activity. **D**. Loop-motifs related to apoptosis. **E**. Loop-motifs related to caspase activation. Green filled-circles denote miRs, red filled-circles denote TFs and blue-filled circles denote target gene-transcripts.

Since all of the biological processes identified in the 24 h regulatory network ultimately lead to cell death, they are likely to share regulatory motifs. We combined the sub-processes in 4 groups: cell death, synaptic activity, apoptosis and caspase (combines apoptosis and caspase activation) and ion transport. Their comparison is illustrated in Figure 5. Each of the processes shared regulatory loops with the cell death sub-network. For example, all the motifs associated with apoptosis and caspase-activation were shared with the motifs belonging to the cell death regulatory sub-network. A large number of motifs (208 out of 367) linked to ion transport were shared with the cell death sub-network. Another 141 motifs (out of 258) linked to synaptic activities were also shared with the cell death sub-network (Figure 5A). Differing numbers of motifs were shared between two or three of the regulatory sub-networks, indicating that all biological sub-processes at the 24 h time point are closely linked. We also explored the common and unique mRNAs, miRs and TFs between the biological sub-processes at 24 h post-IR (Figure 5 B, C and D). No common target mRNAs among all biological processes at the 24 h time point were identified. In contrast, a large number of miRs (33) but very few TFs (4) were common among the biological processes. Taken together, the results infer that a few TFs together with a small group of miRs coordinate the regulation of a large number of different sub-networks within larger composite networks thereby affecting regulation of different biological processes.

**Figure 5:**
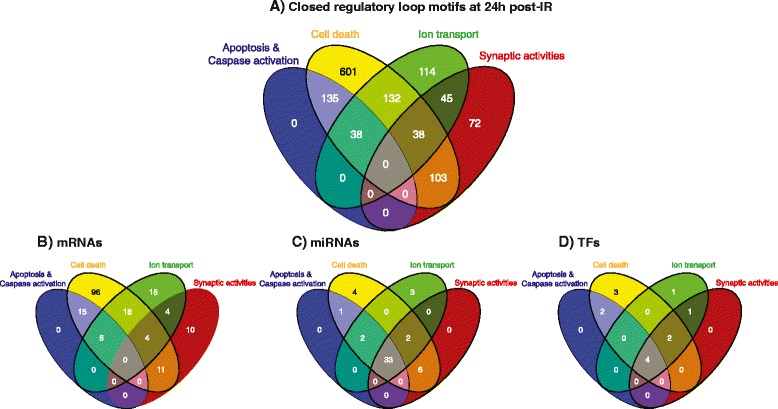
Venn diagrams representing the relative contribution of cellular processes and the numbers of their unique and overlapping loop motifs and molecular components at 24 h. **A**. The numbers of common and unique loops-motifs associated with 4 different cellular processes. **B**. The common and unique mRNAs associated with 4 different cellular processes. **C**. The common and unique miRNAs associated with 4 cellular processes. **D**. The common and unique TFs associated with 4 cellular processes. The 4 colored oval shapes represent different biological processes. Blue: apoptosis and caspase activation, yellow: cell death, green: ion transport, red: synaptic activity.

### Sub-networks at 7d post-IR period

There are 5 regulatory sub-networks, each corresponding to 5 categories of biological processes at the 7d time point as shown (Figure 6A-E). Together, these represented 61% of the total regulatory loop motifs observed at 7d. The numbers of regulatory loops for each process are listed (Table 2). In contrast to the 3 principal transcriptional regulators observed at 24 h (*Maf*, *Creb1* and *Stat1*), the major transcription factors *Stat1, Lef1* and *Bcl6* were present in all sub-networks linked to the 7d time point. The target gene-transcripts in each of the sub-networks were associated with the biological functions listed (Table 2). For example, the cell surface glycoprotein *Icam1*, endothelin (*Edn2*) and its receptor (*Ednrb*), the component of the innate immune system (*Cd14*), the activator of antigen presenting cells (*Cd40*) were among the hub genes in the antigen presentation associated sub-network (Figure 6B), while the gene transcripts for several subunits of potassium channels as well as for solute carrier membrane transporters were among the hubs located within the sub-network associated with ion transport (Figure 6C). The G protein-coupled receptor (*Hrh4*), as well as, Mediterranean fever (*Mefv*), the inducible heme oxygenase-1(*Hmox1*) and the Neutrophil cytosol factor 1 (*Ncf1*) were hubs in the network associated with inflammatory responses (Figure 6E).

**Figure 6:**
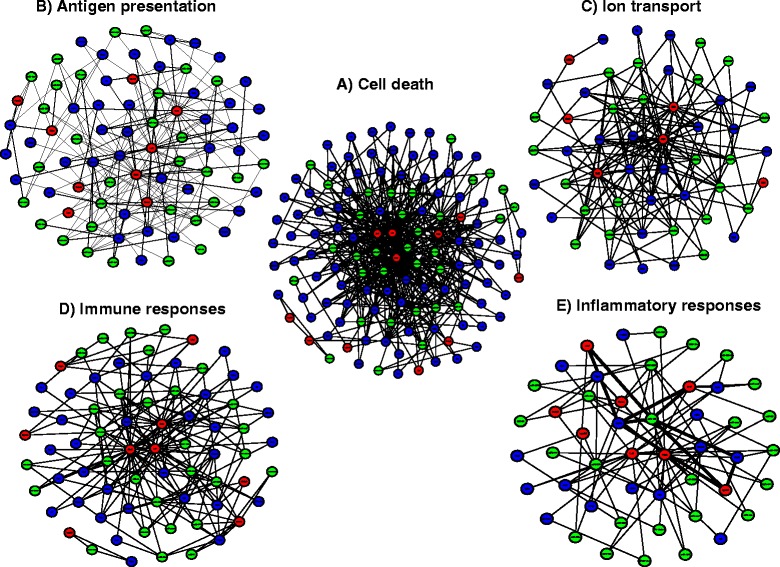
Sub-networks at 7d associated with 5 particular cellular processes all being a part of the larger regulatory network seen in Figure 3B. **A**. Loop-motifs related to cell death. **B**. Loop-motifs related to antigen presentation. **C**. Loop-motifs associated with ion transport. **D**. Loop-motifs associated with immune responses. **E**. Loop-motifs associated with inflammatory responses. The thicker edges highlight the loop motifs that involve rno-miR-185. This miR has been associated with inflammatory responses during brain ischemic stroke in mice and is potential target for prevention and treatment of stroke (ref. [65]). Green filled circles denote miRs, red filled circles denote TFs and blue filled circles denote target genes/transcripts.

There were 30 shared regulatory closed loops among the four sub-networks presented in Figure 7A. The ion transport associated network at the 7d time point was not included in this comparison. However, its similarity and differences to the ion transport process seen at 24 h are presented later. There were seven mRNA-transcripts common to the identified biological categories at 7d. In contrast, a large number of the miRs (23) and almost all TFs (12) were common to these biological categories (Figure 7B-D). Similar to our findings for the 24 h, the same TFs and miRNAs act through different regulatory loop motifs to regulate target gene-transcripts associated with different biological categories.

**Figure 7:**
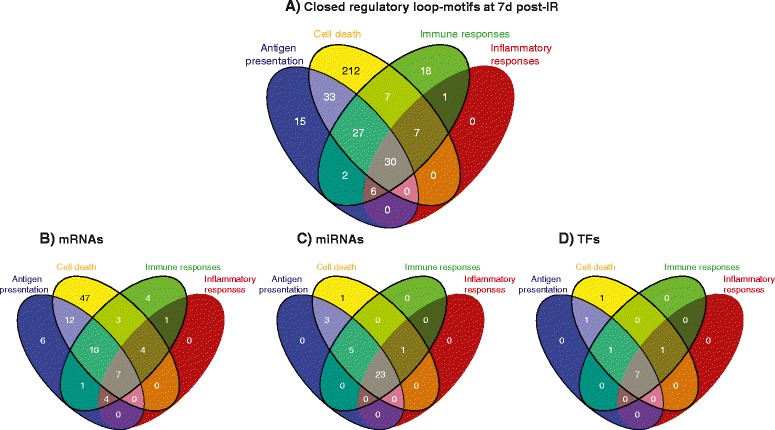
Venn diagrams representing 4 unique and overlapping cellular processes and molecular components at 7d. **A**. The numbers of common and unique loop-motifs associated with 4 cellular processes. **B**. The numbers of common and unique mRNAs (gene-transcripts) associated with 4 cellular processes. **C**. The numbers of common and unique miRNAs associated with 4 cellular processes. **D**. The numbers of common and unique TFs associated with 4 cellular processes. Colored oval shapes represent different biological processes. Blue: antigen presentation, yellow: cell death, green: immune response, red: inflammatory response.

### Cell death sub-networks at 24 h vs. 7d post IR-injury

We further looked at the regulation of retinal cell death at the two time points, 24 h and 7d, following IR-injury to see if the regulatory loop motifs are the same or not. The results from this analysis are summarized (Figure 8). Only 28 closed regulatory loop motifs at 24 h and 7d (representing 2.7% and 8.8% respectively) were common. The common motifs consisted of 12 mRNAs, 1 TF (*Stat*1) and 22 miRs. The numbers of time point specific target genes and TFs exceeded by far the number of the common ones (Figure 8B and D), which was less true for the miRs (Figure 8C). This result suggests that retinal cell death is a result of altered expression of different target genes in 24 h versus 7d post-IR time points and their transcription is regulated by different transcription factors. However, there are many common miRs that fine-tune the expression of diverse cell death related genes in 24 h and 7d post-IR stages.

**Figure 8:**
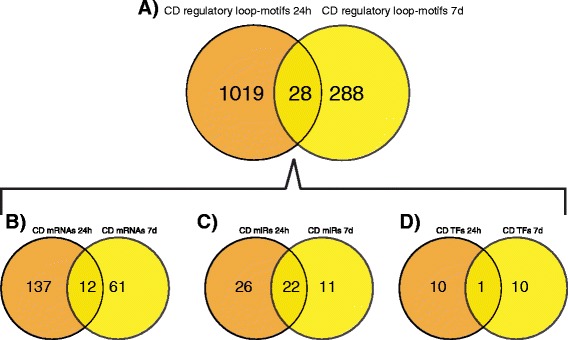
The numbers of unique and common loop-motifs and molecular components related to cell death at early (24 h) and late (7d) stages of ischemia-reperfusion injury in the retina. **A**. Unique and common loop-motifs associated with cell death at 24 h and 7d. **B**. Unique and common mRNA associated with cell death at 24 h and 7d. **C**. Unique and common microRNAs associated with cell death at 24 h and 7d. **D**. Unique and common transcription factors associated with cell death at 24 h and 7d. The pattern of node relationships for the molecular components is typical in that the numbers of TF < miRs < mRNAs.

### Ion transport sub-networks at 24 h vs. 7d post IR-injury

We queried the data to determine if the same regulatory loops and their molecular components were involved in the regulation of ion transport at the 24 h and 7d time points. The results from this analysis are summarized (Figure 9). Only 10 closed loop motifs (representing 2.7% and 10% from the total ion transport associated motifs at 24 h and 7d, respectively) were found in the intersection between the ion transport processes at both post-ischemic periods. The common motifs consisted of 2 mRNAs (*Itpr*2 and *Kcnj*3), 1TF (*Stat*1) and 16 miRs. This pattern, like the pattern seen for cell death, indicates that the TFs and genes are mostly unique, whereas a larger percentage of the miRs are shared among the loops across the two time points.

**Figure 9:**
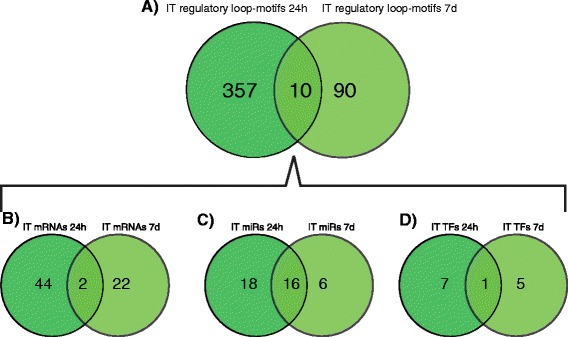
The numbers of unique and common loop-motifs and molecular components related to ion transport at early (24 h) and late (7d) stages of ischemia-reperfusion injury. **A**. Unique and common loop-motifs associated with ion transport at 24 h and 7d. **B**. Unique and common mRNAs associated with ion transport at 24 h and 7d. **C**. Unique and common microRNAs associated with ion transport at 24 h and 7d. **D**. Unique and common transcription factors associated with ion transport at 24 h and 7d. The pattern of node relationships for the molecular components is typical in that the numbers of TF < miRs < mRNAs.

## Discussion

We analyzed mRNA and miRNA arrays for ischemic-reperfusion injury in the rat retina for 0 h, 24 h and 7 days following a 1 h ischemic period. We developed a protocol to look at the correlated expressions between 3 nodes, miRs, mRNAs and TFs, connected by edges, in what we have termed closed loop-motifs. All three molecular elements are required to be related source/targets and have correlated expressions in order to be part of a closed loop. A context dependent and regulatory relationship between the 3 members of these loop-motifs is inferred. The edges in a closed loop-motif show significantly correlated regulation between the 3 nodes. Because of this particular requirement, our loops happened to contain only positive correlations. In this analysis, we have not given any weight to any particular direction of interaction. However, we made every attempt to show that the members of the closed regulatory loops are related, such that they have significantly correlated expressions and that the TF and the miR are known to interact with the target gene or its transcript in the closed regulatory loop. The 0 h time point showed few changes in correlated expression, none of which reached the level of statistical significance in our particular analysis. So, we focused our efforts on the 24 h post-IR and 7d post-IR time points, which will hereafter be referred to as “early” and “late” times respectively. Compared to our earlier study [56] we made significant improvements to our analytical approach, for example, we used a stringent filter to select differentially expressed IR-related molecular components (corrected p-value vs p-value). We also increased the numbers of TFs and their targets by using a promoter analysis with the aid of the TRANSFAC commercial database (instead of the publicly available TF-TG pairs used in our previous study). These improvements increased the number of the closed loop motifs from 87 to 4218 for the early post-IR time and from 140 to 957 for the late time point.

We showed that the regulatory networks associated with the early and late times post-IR injury shared only relatively few closed loop motifs, which indicated that there were mostly different sets of loop motifs involved in the two stages. This finding illustrates the potential of the loop motifs to be diagnostic markers in retinal pathologies. In addition, other recent studies have highlighted the significance and the possible applications of the regulatory loops in the predictive and preventive medicine [17,57-59]. We highlighted important regulatory elements, such as miRs and TFs, associated with early and late phases of post-IR injury periods. Some of the regulators seen here were previously associated with ischemic-related injury in other tissues, while others have not yet been linked to ischemia. For example, the top three miRNA-hubs in the early IR-injury regulatory network were rno-miR-495, rno-miR-214 and rno-miR-298, whereas rno-miR-873, rno-miR-223 and rno-miR-185 were hubs observed at the late phase post-IR injury. 

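The probe of rno-miR-298 lies on chromosome 3 from 165194322 to 165194337 (rn4). This miR was detected on 13 of the 60 arrays, 1 IR and 1 sham control array at 24 h among them, and was not tested under the detection rule. At 24 h its measured log2 signal was 3.11 ± 1.18 in IR and 2.68 ± 0.12 in sham control (SD, n = 6), and the groups were not distinguishable (exact two-sided permutation test, p = 0.727). A single IR array lay above every sham control array. Both arrays that detected it lie on the third scan. In the authors' deposited table of log2 values the difference for rno-miR-298 was 2.30 (adjusted p = 0.0392 by limma), and after all arrays of that table were raised to 1 common floor it was 0.41 (adjusted p = 0.415 by limma).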

A recent study showed that inhibition of miR-495 increased neovascularization and recovery of blood flow after cardiac ischemia in mice [60], while miR-214 protected the mouse heart from ischemic injury by controlling Ca^2+^ overload and cell death [61] (Table 5). Up-regulation of miR-298 was previously reported in both, brain and blood, after ischemic stroke [62], while up-regulation of miR-873 was reported after onset of focal cerebral ischemia in mice [63]. It has been shown that miR-223 was neuroprotective by targeting glutamate receptors in mice brain, since overexpression of miR-223 decreased the levels of GluR2 and NR2B, inhibited NMDA-induced calcium influx in hippocampal neurons, and protected the brain from neuronal cell death following transient global ischemia and excitotoxic injury [64]. MiR-185 has been associated with inflammatory responses during brain ischemic stroke in mice and may provide underlying target for prevention and treatment of stroke [65]. We found that in the late phase of post-IR injury rno-miR-185 participates in four different loop-motifs (indicated by the thicker edges in Figure 6E) and these loop motifs are part of the sub-network linked to inflammatory responses.

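The probe of rno-miR-185 lies on chromosome 11 from 84658803 to 84658819 (rn4). At 7d this miR was detected on no IR array and on 6 sham control arrays, with a measured log2 signal of 4.10 ± 0.23 in IR and 4.93 ± 0.30 in sham control (SD, n = 6, adjusted p = 0.004 by limma). All 6 IR arrays lay below every sham control array, and the difference had the same sign within each scan. The fitted difference at 7d stayed under 2-fold, so that rno-miR-185 was not called there. It was called as lower at 24 h (adjusted p = 0.000248 by limma) and at 48 h (adjusted p = 0.000229 by limma). The effects at 24 h and 7d did not differ detectably (adjusted p = 0.776 by limma). With quantile normalization the miR was called lower at 7d as well (adjusted p = 5.5e-09 by limma for the log2 fold change of rno-miR-185 at 7d), and with normexp background correction its sign was reversed.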

**Table 5:** **Rat retinal miRs showing higher connectivity in the large gene networks associated with early and late post-IR injury periods along with their reported activities in other systems and relevant citations**

**miRNA**	**Time point**	**Regulation/function**	**Refs**
Rno-miR-495	Early (24 h)	inhibition of miR-495 increased neovascularization and recovery of blood flow after cardiac ischemia in mice	[60]
Rno-miR-214		miR-214 protected the mouse heart from ischemic injury by controlling Ca^2+^ overload and cell death	[61]
Rno-miR-298		miR-298 was up-regulated in brain and blood after ischemic stroke	[62]
Rno-miR-206		miR-206 was significantly deregulated during the conditions of unfolded protein response in H9c2 rat cardiomyoblasts	[79]
Rno-miR-221		miR-221 was suggested as a biomarker for cerebrovascular disease. Stroke patients and atherosclerosis subjects showed significantly lower miR-221 serum levels than healthy controls	[80]
Rno-miR-873	Late (7d)	miR-873 was up-regulated after onset of focal cerebral ischemia in mice	[63]
Rno-miR-223		miR-223 targeted glutamate receptors in mice brain. Overexpression of miR-223 decreased the levels of GluR2 and NR2B, inhibited NMDA-induced calcium influx in hippocampal neurons, and protected the brain from neuronal cell death following transient global ischemia and excitotoxic injury	[64]
Rno-miR-185		miR-185 has been associated with inflammatory responses during brain ischemic stroke in mice and may provide underlying target for prevention and treatment of stroke	[65]
Rno-miR-329		Inhibition of miR-329 increased neovascularization and blood flow recovery after ischemia in mice subjected to double femoral artery ligation	[60]
Rno-miR-138		hypoxia-induced miR-138 is an essential mediator of endothelial cell dysfunction via targeting S100A1 Ca^2+^ sensor	[81]

We showed that transcription factors, *Maf, Creb1* and *Stat1*, were the 3 principal hubs with high connectivity in the early phase IR-injury regulatory network, whereas *Stat1, Lef1* and *Bcl6* were the 3 principal hubs in the late phase IR-injury network. Each of these transcription factors is evidently a central coordinator because they regulate such large numbers of targets in the corresponding early and late phases of IR-injury. Reportedly, really important hubs tend to be shared by several tissues [66]. *Stat1* was the only common TF between the early and late post-IR times. *Stat1* has been identified as a hub gene in several tumor-associated transcriptional networks [67] including a gene network within HeLa cells exposed to IFNγ [68]. In addition, altered *Stat1* levels have been reported in rats with focal cerebral ischemia [69] but also in glaucomatous rat retinal ganglion cells [70]. The transcription factor *Bcl6* has been identified as an important hub in gene regulatory networks associated with eight human tissues [66] and its critical role in preventing apoptosis in the retina during early eye development was previously reported [71]. Increased phosphorylation of CREB in the brain was observed in two rat models of ischemic preconditioning [72] and *Creb*1 expression was detected in canine and human retinas affected with age-related macular degeneration (AMD) [73]. Maf members form a distinct family of the basic leucine zipper (bZip) transcription factors and have been involved in various disease pathologies (reviewed in Ref [74]). A member of the Maf family, the leucine zipper protein Nrl, is neural retina-specific and has been shown to regulate the expression of rod-specific genes, including rhodopsin [75]. Taken together, the six hub-TFs described above seem to regulate all biological processes in a particular phase following IR-injury, which indicated an important role for these regulators in the pathogenesis of this disorder in the retina.

Approximately 50% of the loop-motifs from the regulatory network associated with the early phase were involved in five cellular processes. All of these could ultimately lead to cell death, as indicated by the large number of loops shared with the cell death process. This implies that IR-injury initiates transcriptional and post-transcriptional regulatory interactions that contribute to neurodegeneration. The remaining loop-motifs were not associated with well-defined cellular processes. For comparison, 61% of the regulatory motifs from the network related to the late phase of IR-injury were linked to cellular processes, the largest of which were cell death, antigen presentation and immune responses. This indicates that the IR-injury related regulatory networks were consistent with previous studies in terms of affected cellular process [29,70,76-78]. However, the novel component in the present study is the integration of the regulatory elements, miRs and TFs, in closed loops, sub-networks and large regulatory networks that associated with particular biological processes during the early and late phases of ischemia-reperfusion injury in the retina.

## Conclusions

The etiology of retinal ischemia-reperfusion injury is orchestrated by complex and still not well understood gene networks. This work represents the first large network analysis to integrate miRNA and mRNA expression profiles in context of retinal ischemia. Importantly, we highlighted the regulatory elements of miRs and TFs within these gene networks, and found specific miRs and TFs, associated with biological processes in the early and late phases of ischemia-reperfusion injury. It is likely that an appreciation of such regulatory networks will have prognostic potential. In addition, the computational framework described in this study can be used to construct miRNA-TF interactive systems networks for various diseases/disorders of the retina and other tissues.

## Additional file

Additional file 1:
**Results from Pearson and distance correlations tests for the TF-Gene, miR-Gene and miR-TF pairs used to construct the regulatory loop motifs associated with early and late time points following retinal ischemia.**

How the deposited data were processed for this re-analysis (not part of the article)

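MicroRNAs were measured in the retinas of 60 rats, 30 with IR and 30 sham control, with 1 array per rat and 6 rats in each of 10 groups (5 time points, 2 treatments). The conditions and replicate numbers were taken from the sample labels and the methods, and 7d was written as 168 h where a number was needed. The mRNA arrays of the study were not used here, so the TF and target gene parts of the loop motifs were not analysed here. No sample was left out.

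According to the file headers, Cy3-labeled total RNA was hybridized to Agilent rat miR arrays with 8 arrays per slide, and the authors extracted the spot intensities with Agilent Feature Extraction, which subtracted background and a spatial trend. The deposited intensities of each array are therefore corrected for background but were not normalized between arrays. Feature Extraction sums the intensity of all probes of a miR into a total signal, which was the value used here, together with its flag for detection. Control spots were left out. The array annotation gives probe positions on the rat genome build rn4. The authors also deposited a table of log2 values for 219 features (211 rat miRs and 8 controls), for which the methods name GeneSpring and scaling to the 75% quantile. The medians of its columns lie between -0.856 and -0.409, with a median of -0.655. Set against the scanner files through 218 matched names, all 13080 values compared equaled the log2 of the total signal, raised to at least 1 signal unit, minus 1 constant per array (tolerance 0.001). That constant lies within 0.0016 of the log2 75th percentile over 372 features, so the scale and the centring of the table are known. In that table 9.11% of the values lie at the floor. It was used as an alternative only.

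Each array was scaled to its 75th percentile of total signal over the 57 miRs detected on all 60 arrays, because most of the 350 miRs were not detected on most arrays. Scaled signals were raised to a floor of 6.20 signal units and taken to log2. Of the 350 miRs, 242 were detected on at least 1 array and 108 on none, and the 159 miRs detected on all 6 arrays of at least 1 group were tested. All 60 arrays entered 1 fit with limma 3.58.1 in R 4.3.3, with 10 groups and contrasts of IR minus sham control at each time point. A miR was called at an absolute fold change of at least 2 and a Benjamini-Hochberg adjusted p of at most 0.05 per comparison. In fits where a miR had the same value on all arrays, its difference was set to 0 and its p to 1, and it was left out of the adjustment and of the prior. The paper's text gives these thresholds and names no test for miRs. Exact two-sided permutation tests of 6 arrays against 6 have a smallest p of 0.00216. Other steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

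No 2 arrays held identical signals. The SD of log2 differences between 2 arrays was at least 0.157, with a median of 0.48 within groups. The number of arrays limits the precision of all values. The arrays lay on 9 slides, 2 of them with both treatments, and were scanned on 3 days, each with equal numbers of IR and sham control arrays. Slide and scan were each fitted as a block. No slide held both treatments of the same time point, so the slide block separates slide and IR only through arrays of other time points.

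The miRs named beside the study's results were fixed by a rule. They are every miR that the study names in its text and in Tables 4 and 5, and at each time point the 3 called miRs with the largest rise and the 3 with the largest fall among those for which every IR array lies on one side of every sham control array. MiRs singled out by fixed rules on outlying arrays and on differences between groups are named as well. Other miRs named in the additional observations were chosen after their values were seen.

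The fit was tested on simulated data for IR against sham control at 24 h, with 189 miRs of which 40 were changed by 1.5 on the log2 scale. All 40 were called in the right direction, and 0 of the 149 unchanged miRs were called. Over 20 draws, 797 of 800 changed miRs and 0 of 2986 unchanged miRs were called. The changed miRs, raised and lowered in equal numbers, were drawn from those clearly above the usual lowest detected signal. All miRs were given the same spread, that of miRs detected on all arrays, and no slide effect was put in. The draws therefore do not show how calls of weaker miRs behave, or what a slide effect would do. Without the fold change threshold, a median of 51 unchanged miRs (0 to 132) passed the adjusted p in a draw, because changed miRs shift the scaling. Tests without a fold change threshold are open to this shift.

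The alternatives were the mean of log2 processed signals over probes, normexp background correction with an offset of 50, the 75th percentile over all miRs, quantile normalization, no normalization between arrays, floors of 1 and of 0.01 signal unit, and 4 other rules on which miRs are tested. Further alternatives fitted only the arrays compared, the replicate number, slide or scan as a block, an exact permutation test per miR, limma with a trend and a robust prior, other thresholds, and the authors' table, and each array was left out in turn. The highest detection limit as floor, array brightness (the log2 of the factor by which an array was scaled) as a covariate, the slide as a random block, the authors' table with 1 common floor, and the authors' table with unmoderated tests with equal or unequal variance were added after the data were seen. The loop motifs were read from Additional file 1, of which the 7d sheet was complete, with 699 loops, and the 24 h sheet held the first 1998 of the 2681 loops. No set test was run on the latter.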

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

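Of the tests in this part, array brightness as a covariate and the highest detection limit as floor were chosen only after the data were seen, and the expected outcome of the 100 drawn splits was written before their result was seen. The thresholds and the rules for singling out results were set before the data were examined. The main scaling was not, since its set of miRs was chosen because most miRs were not detected on most of these arrays.

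In 7 of 108 groups of 6 arrays examined, 1 array stood apart from the other 5 (its gap to the nearest array, divided by the whole range, exceeded the 95% critical value of Dixon's test). Chance marks about 1 in 20 groups, so about as many arise by chance. The log2 signal of rno-miR-181a* on replicate 5 of IR at 48 h was 5.463 (the others 4.302 to 4.725), and that of rno-miR-539 on replicate 1 of sham control at 48 h was 6.695 (the others 4.464 to 5.009). Replicate 5 of IR at 7d stood apart for rno-miR-138 (3.251, the others 2.632 to 2.782), rno-miR-376a (2.829, the others at the floor of 2.632) and rno-miR-379 (4.149, the others at the floor), and none of these miRs was detected on it. For rno-miR-410, replicate 5 of sham control at 7d had 5.726 (the others 5.352 to 5.473). The log2 75th percentile of replicate 6 of sham control at 7d was 7.062 (the others 6.559 to 6.674). Of the 7 values, 6 lie on arrays of the third scan. No biological explanation was tested for single arrays.

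The effect of IR differed between 24 h and 7d for 5 miRs by limma's test of the difference. The difference, 7d minus 24 h on the log2 scale, was -0.8519 for rno-miR-132 (adjusted p = 0.000131), -0.9805 for rno-miR-21 (adjusted p = 0.00528), 1.809 for rno-miR-335 (adjusted p = 0.00219), 0.3395 for rno-miR-338 (adjusted p = 0.0293) and -0.3768 for rno-miR-34a (adjusted p = 0.0457). The signal of rno-miR-21 was raised at both time points, by 2.21 at 24 h and 1.23 at 7d, in 6 of 6 IR arrays at each. That of rno-miR-132 was 0.12 at 24 h, with 5 of 6 IR arrays above the sham control mean, and -0.73 at 7d, with 6 of 6 below it and 2 of 6 detecting the miR. Of 100 drawn exchanges of the time labels within IR and within sham control, 1 gave as many differences, the real labels included. This argues against chance, though 100 draws cannot show a share under 1 of 100. With the slide or the scan as a block, and with array brightness as a covariate, all 5 stayed past the threshold. With quantile normalization 4 did (all but rno-miR-34a), and with the 75th percentile over all miRs 2 did (rno-miR-132 and rno-miR-335). For rno-miR-335, no IR array detected the miR at 24 h and 2 of 6 did at 7d, so the value of 1.809 depends on signals below detection and is no measured size. With the highest detection limit as floor, 3 of the 5 stayed past the threshold (rno-miR-21, rno-miR-338 and rno-miR-34a), and the difference was 0 for rno-miR-132 and rno-miR-335, whose signals at 24 h and 7d all lie below this limit. In simulated data for 24 h with 189 miRs, a shift of the scaling alone brought a median of 17 unchanged miRs past this test. With the 75th percentile over all miRs the difference was -0.867 for rno-miR-21 (adjusted p = 0.0503), 0.453 for rno-miR-338 (adjusted p = 0.0503) and -0.264 for rno-miR-34a (adjusted p = 0.358). Quantile normalization gave -0.784 for rno-miR-21, 0.429 for rno-miR-338 and -0.226 for rno-miR-34a. Over all tested miRs the median difference with the main scaling was -0.135. These values argue against a shift in scaling as the whole cause for rno-miR-21 and rno-miR-338. For rno-miR-34a such a shift remains open. In addition, 1 shift moves all miRs in the same direction and would not give differences of both signs. A difference between the time points is the biological explanation that the design names, and it stays open.

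At 2 h and 48 h, for which the paper reports no counts, 8 and 22 miRs were called. All 8 at 2 h were higher in IR, and at 48 h 16 were higher and 6 lower. Detection on all 12 arrays held for 2 and 7 of them, and no arrays overlapped for 3 and 9 of them (chance gives 0.22% of miRs). At 2 h the log2 fold change was 2.60 for rno-miR-539 (adjusted p = 5.62e-07 by limma), 2.33 for rno-miR-206 (adjusted p = 8e-05) and 1.74 for rno-miR-672 (adjusted p = 0.000231), each higher in 6 of 6 IR arrays than in every sham control array. At 48 h it was 2.20 for rno-miR-21 (adjusted p = 2.46e-16), 2.59 for rno-miR-493 (adjusted p = 2.17e-06), 2.19 for rno-miR-539 (adjusted p = 3.55e-06) and -1.09 for rno-miR-181a* (adjusted p = 2.74e-05), again without overlap of arrays. Of 100 drawn splits of the 12 arrays, 1 gave as many calls at 2 h and 2 did at 48 h, the real one included. This argues against chance, but the splits took neither slide nor scan into account. The other split at 48 h gave 23 calls and differed from the real one by 1 IR array exchanged with 1 sham control array, with 1 array of the third scan on one side and 3 on the other, where the real split has 2 and 2. With the scan as a block, 21 miRs were called at 48 h. The difference of these miRs had the same sign within each of the 3 scans. With the highest detection limit as floor, rno-miR-206 and rno-miR-672 at 2 h and rno-miR-21 at 48 h were still called, and rno-miR-539 at 2 h and rno-miR-493, rno-miR-539 and rno-miR-181a* at 48 h were not. The slide was not excluded as a part of the changes, since 7 of 9 slides held 1 treatment. With the slide as a block, 4 and 18 miRs were called.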

How the results depend on the processing

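Of the settings below, the highest detection limit as floor, array brightness as a covariate, the slide as a random block, and the authors' table with 1 common floor or with unmoderated tests were chosen only after the data were seen. The other 20 settings for the miR results and the 4 for the fit of the printed correlations were fixed earlier. The main values are 11, 8, 29, 22 and 29 called miRs at 0 h, 2 h, 24 h, 48 h and 7d, 19 called at both 24 h and 7d, 5 that differ between 24 h and 7d, 1 of them at least 2-fold, 14 called loop miRs at 7d, and 9 that differ over the 5 sham control groups. Where a value changed, the cause was not tested unless it is given.

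The scaling moved the median of all log2 fold changes. Against the main scaling, the shift was -0.312, -0.298, -0.14 and -0.2 at 0 h, 24 h, 48 h and 7d with the 75th percentile over all miRs, and -0.204, -0.105, -0.216, -0.145 and -0.182 at the 5 time points with quantile normalization. Without normalization it was -1.01, -1.91, -1.11 and -2.35 at 0 h, 24 h, 48 h and 7d. The main calls at 24 h were 19 higher and 10 lower, against 15 and 20 with the 75th percentile over all miRs, 13 and 33 with quantile normalization, and 1 and 135 without normalization. At 48 h they were 16 and 6, against 13 and 10, 12 and 10, and 3 and 116 in the same order. At 7d they were 12 and 17, against 10 and 27, 10 and 33, and 0 and 149. At 0 h they were 10 and 1, against 8 and 4 with quantile normalization and 4 and 75 without normalization. Of the main calls, 10, 7, 25, 19 and 27 at the 5 time points were also called in the same direction with the 75th percentile over all miRs, 9, 6, 23, 18 and 26 with quantile normalization, and 5, 4, 11, 9 and 17 without normalization. With the 75th percentile over all miRs, 2 miRs differed between 24 h and 7d. With quantile normalization, 46 were called at 24 h and 38 at both 24 h and 7d, and 3 differed at least 2-fold.

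With no normalization between arrays, 79, 4, 136, 119 and 149 miRs were called at the 5 time points and 135 at both 24 h and 7d. By limma 0 differed between 24 h and 7d and 0 at least 2-fold (2 and 2 at an unadjusted p under 0.05), and 18 differed over the sham control groups. The correlation across miRs of log2 fold changes at 24 h and 7d was 0.959, and the correlation across miRs of log2 fold changes at 24 h and 48 h was 0.853. Reversed were the log2 fold change of rno-miR-132 at 24 h (-2.03), log2 fold change of rno-miR-206 at 24 h (-0.24), log2 fold change of rno-miR-34a at 24 h (-1.73), log2 fold change of rno-miR-466b at 24 h (-0.51), log2 fold change of rno-miR-207 at 7d (-0.025), log2 fold change of rno-miR-21 at 7d (-1.35), log2 fold change of rno-miR-335 at 7d (-1.95), log2 fold change of rno-miR-338 at 7d (-2.58), log2 fold change of rno-miR-34a at 7d (-2.53) and log2 fold change of rno-miR-539 at 7d (-0.86).

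With normexp background correction, 33, 2, 60, 63 and 95 miRs were called at the 5 time points, 59 at both 24 h and 7d, and 23 of the loop miRs. Its offset was added before the arrays were scaled, so weak signals rose on the dimmer IR arrays. The reversals below therefore do not test decreases. By limma 0 differed between 24 h and 7d and 0 at least 2-fold (1 and 0 at an unadjusted p under 0.05), and 1 differed over the sham control groups. The correlation across miRs of log2 fold changes at 24 h and 7d was 0.979, the correlation across miRs of log2 fold changes at 24 h and 48 h was 0.97, and the correlation across miRs of log2 fold changes at 48 h and 7d was 0.966. Reversed were the log2 fold change of rno-miR-30e* at 24 h (0.95), log2 fold change of rno-miR-33 at 24 h (1.21), log2 fold change of rno-miR-335 at 24 h (1.06), log2 fold change of rno-miR-375 at 24 h (1.04), log2 fold change of rno-miR-376a at 24 h (1.01), log2 fold change of rno-miR-495 at 24 h (1.075), log2 fold change of rno-miR-181a* at 48 h (0.73), log2 fold change of rno-miR-138 at 7d (1.42), log2 fold change of rno-miR-184 at 7d (0.44), log2 fold change of rno-miR-185 at 7d (1.35), log2 fold change of rno-miR-329 at 7d (1.51), log2 fold change of rno-miR-376a at 7d (1.40), log2 fold change of rno-miR-379 at 7d (1.31), log2 fold change of rno-miR-410 at 7d (1.115), log2 fold change of rno-miR-495 at 7d (1.502) and log2 fold change of rno-miR-873 at 7d (1.69).

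With the mean of log2 processed signals over probes, 4, 12, 11 and 11 miRs were called at 2 h, 24 h, 48 h and 7d, 11 at both 24 h and 7d and 5 of the loop miRs. Between 24 h and 7d 3 differed, 0 at least 2-fold by limma (0 at an unadjusted p under 0.05), and the log2 fold change of rno-miR-495 at 7d was reversed (0.041). With a floor of 1 signal unit, 34 miRs were called at 48 h and 35 at both 24 h and 7d, and 2 differed at least 2-fold, as 2 did with a floor of 0.01 signal unit. With the highest detection limit as floor, 3, 3, 8, 5 and 6 miRs were called at the 5 time points, 6 at both 24 h and 7d and 2 of the loop miRs, and 3 differed between 24 h and 7d, 0 at least 2-fold by limma (0 at an unadjusted p under 0.05).

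Other rules on which miRs are tested changed counts through the number of miRs tested. With miRs detected on at least 1 array, 18, 13 and 44 were called at 0 h, 2 h and 24 h and 30 at both 24 h and 7d. With no filter, 13 and 45 were called at 2 h and 24 h and 31 at both. With the miRs of the authors' table, 18 and 13 were called at 0 h and 2 h and 29 at both. With the 57 miRs detected on all 60 arrays, 2, 2, 6, 4 and 4 were called and 4 at both, 0 differed at least 2-fold by limma (0 at an unadjusted p under 0.05), and 0 of 1 loop miR was called (0 at an unadjusted p under 0.05). There the correlation across miRs of log2 fold changes at 2 h and 7d was 0.481, and the correlation across miRs of log2 fold changes at 2 h and 48 h was 0.703.

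With only the arrays compared in the fit, 5 miRs were called at 0 h and 2 differed at least 2-fold. With the slide as a block, 7 and 4 were called at 0 h and 2 h, 2 differed at least 2-fold, and 0 differed over the sham control groups by limma (10 at an unadjusted p under 0.05), where the slide as a random block gave 2. With the scan as a block, 24 differed over the sham control groups. IR and sham control arrays with the same replicate number lie on the same scan at each time point. The correlation of their deviations from the group means ranged from -0.449 to 0.601 over 30 pairs (median 0.108). Of these, 15 of 30 exceeded 0.1, so the values do not settle a pairing beyond the scan. With the replicate block, 21 miRs differed over the sham control groups, and no other count moved by over 1.5 times.

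The exact permutation test, whose smallest p is 0.00216, called 3 miRs at 0 h and 0 at 2 h (8 at an unadjusted p under 0.05, and 8 by limma). Limma with a trend and a robust prior moved no count by over 1.5 times. With the adjusted p alone, 20, 96, 87 and 95 miRs passed at 0 h, 24 h, 48 h and 7d, 69 at both 24 h and 7d, and 23 of the loop miRs. With unadjusted p, 21 miRs differed between 24 h and 7d, and 5 at least 2-fold.

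With the authors' table, 25, 13, 68, 48 and 69 miRs were called at the 5 time points, 55 at both 24 h and 7d and 33 of the loop miRs. Between 24 h and 7d 2 differed, 4 differed over the sham control groups, and the correlation across miRs of log2 fold changes at 24 h and 48 h was 0.849. With 1 common floor in this table, 17, 14, 51, 36 and 54 miRs were called, 40 at both and 27 of the loop miRs, 2 differed between 24 h and 7d and 4 over the sham control groups. The unmoderated test with equal variance called 66, 38 and 63 at 24 h, 48 h and 7d, 49 at both and 34 of the loop miRs, and that with unequal variance 63 and 61 at 24 h and 7d, 47 at both and 33 of the loop miRs.

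With array brightness as a covariate, 14 and 5 miRs were called at 24 h and 7d, 4 at both and 1 of the loop miRs, 2 differed at least 2-fold and 2 over the sham control groups. The correlation across miRs of log2 fold changes at 24 h and 7d was 0.788, the correlation across miRs of log2 fold changes at 2 h and 24 h was 0.626, the correlation across miRs of log2 fold changes at 2 h and 7d was 0.5, and the correlation across miRs of log2 fold changes at 2 h and 48 h was 0.699. Reversed were the log2 fold change of rno-miR-207 at 24 h (-0.27) and log2 fold change of rno-miR-207 at 7d (-0.94).

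With each of the 60 arrays left out in turn, the called miRs ranged from 9 to 16 at 0 h, 6 to 9 at 2 h, 25 to 34 at 24 h, 18 to 28 at 48 h and 27 to 35 at 7d, and those called at both 24 h and 7d from 18 to 21. The miRs that differ between 24 h and 7d ranged from 3 to 7, with 3 when replicate 1 of IR 24 h, replicate 4 or 5 of IR 7d, replicate 5 of sham control 24 h, or replicate 2 or 5 of sham control 7d was left out. Those that differ at least 2-fold ranged from 1 to 3, with 2 without replicate 1 or 5 of IR 24 h, replicate 1 or 4 of sham control 24 h or replicate 2 of sham control 7d, and 3 without replicate 1 of IR 7d.

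Of 1109 values of named miRs under the settings other than leaving out arrays, 957 kept their direction and their side of the threshold, 78 lost and 45 gained the call in the same direction, and 29 were reversed. Of 44 values per setting, the call was lost by 23 with the highest detection limit as floor, 15 with array brightness, 11 with the mean over probes, 8 without normalization and 7 with the slide as a block. All 44 were kept with miRs detected on at least 1 array, no filter, the miRs of the authors' table, only the arrays compared, the replicate or the scan as a block, the slide as a random block, limma with a trend and a robust prior, and unadjusted p. In the fit of printed correlations with TFs, the root mean square error was 0.518 for the log2 fold change, 0.536 for the linear mean signal, 0.509 for the linear fold change and 0.516 for the sham control mean, with a permutation p of 0.197, 0.0669, 0.115 and 0.334. Signal over background limits the decreases: all 10 miRs called lower at 24 h and 14 of 17 at 7d were detected on no IR array, so their log2 fold changes depend on signals below detection. For miRs detected on no IR array, and for rno-miR-335 at 24 h and 7d, the fitted differences given here show the direction under a setting and are no measured fold changes. For other miRs that part of the arrays did not detect, the fitted differences rest in part on signals below detection.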

Differences from the paper's values

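The paper reports 66 differentially expressed miRs at 24 h, where 29 were called here. Of the 20 alternatives set before the data were examined, 6 came within 1.5 times the paper's number: normexp background correction (60), quantile normalization (46), miRs detected on at least 1 array (44), no filter (45), the adjusted p without a fold change threshold (96) and the authors' table (68). The other 14 did not: the mean over probes (12), the 75th percentile over all miRs (35), no normalization between arrays (136), floors of 1 (43) and 0.01 signal unit (35), miRs detected on all 60 arrays (6), the miRs of the authors' table (42), only the arrays compared (29), the replicate number (29), the slide (25) or the scan (29) as a block, the exact permutation test (29), limma with a trend and a robust prior (29) and unadjusted p (29).

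The paper reports 63 differentially expressed miRs at 7d, where 29 were called here. Of the same 20 alternatives, 4 came within 1.5 times the paper's number: quantile normalization (43), a floor of 1 signal unit (43), no filter (42) and the authors' table (69). The other 16 did not: the mean over probes (11), normexp background correction (95), the 75th percentile over all miRs (37), no normalization between arrays (149), a floor of 0.01 signal unit (39), miRs detected on at least 1 array (41) and on all 60 arrays (4), the miRs of the authors' table (40), only the arrays compared (29), the replicate number (29), the slide (23) or the scan (29) as a block, the exact permutation test (28), limma with a trend and a robust prior (29), the adjusted p without a fold change threshold (95) and unadjusted p (29).

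Settings chosen after seeing the values come closer. On the authors' table, with its controls in the adjustment and left out of the count, an unmoderated test with equal variance called 10, 66 and 63 miRs at 0 h, 24 h and 7d, the paper's numbers, and dropped 0 of the paper's 20 ranked miRs and 0 of its 34 loop miRs at 7d. It was 1 of 4 such settings tried, all chosen after seeing the values, and the match does not show which test the study used. With unequal variance the counts were 9, 63 and 61, and 1 of the 34 loop miRs was dropped. With the controls counted, they were 12, 70 and 68 with equal variance and 11, 67 and 65 with unequal variance. The authors' table with 1 common floor, also chosen after seeing the values, gave 51 at 24 h and 54 at 7d.

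The paper states that the number of changes was largest at 24 h, which refers to mRNAs, TFs and miRs. For miRs alone it gives 66 at 24 h and 63 at 7d. Here the counts of miRs were 29 at 24 h and 29 at 7d. Of the 10 miRs ranked by degree at 24 h, which the paper treats as differentially expressed, 4 were called here, and of the 10 at 7d, 5 were. At 24 h rno-miR-33 was tested and not called. It was called with normexp background correction (with the opposite sign), floors of 1 and 0.01 signal unit, the adjusted p alone, the authors' table and, chosen after seeing the values, its unmoderated tests. Not tested at 24 h were rno-miR-214, rno-miR-221, rno-miR-19a, rno-miR-297 and rno-miR-298. The first 2 of these, and rno-miR-223 at 7d, were called when miRs detected on at least 1 array, all miRs or the miRs of the authors' table were tested, in the authors' table, and, chosen after seeing the values, in that table with 1 common floor or an unmoderated test and with a floor of 1 signal unit and no filter. The authors' table and its unmoderated test, the latter chosen after seeing the values, also called rno-miR-19a, rno-miR-297 and rno-miR-298, and a floor of 1 signal unit with no filter, also chosen after seeing the values, called rno-miR-19a.

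At 7d, rno-miR-873, rno-miR-410, rno-miR-185 and rno-miR-329 were tested and not called. The authors' table called all 4, as did its unmoderated tests, chosen after seeing the values, and no normalization between arrays. Normexp background correction called all 4 with the opposite sign. Quantile normalization and the adjusted p alone called rno-miR-410, rno-miR-185 and rno-miR-329, as did the authors' table with 1 common floor, chosen after seeing the values. The 75th percentile over all miRs called rno-miR-410 and rno-miR-185, the slide as a block rno-miR-410, and a floor of 1 signal unit rno-miR-873.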

Other observations

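In this part, the expected outcome was written before the result was seen for the 100 drawn splits and for array brightness and the 12 miRs at 24 h. All other tests here were chosen only after the result was seen, and array brightness as a setting was added after the data were seen.

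The counts of called miRs at 0 h, 24 h and 7d were set against 100 drawn splits of the 12 arrays. As many calls were reached by 2, 1 and 1 splits, the real one included, and the number called at both 24 h and 7d by 1. This argues against chance, but the splits took neither slide nor scan into account. The other split at 0 h gave 12 calls, with 1 IR array exchanged with a sham control array, and each side held 1 array of the third scan, as in the real split.

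Between sham control groups, 0 miRs were called at 2 h, 24 h, 48 h or 7d against 0 h by limma (1, 25, 25 and 35 at an unadjusted p under 0.05), a count that 100 of 100 drawn exchanges of the time labels reach by construction, so the exchanges do not test it. With the adjusted p alone, 0, 0, 1 and 16 passed. By limma's F test, which has no fold change threshold, 9 of 159 miRs differed over the 5 sham control groups. Their ranges of group means were from 0.249 to 0.82 on the log2 scale. As many were reached by 2 of 100 exchanges, the real labels included, which argues against chance. The exchanges took neither slide nor scan into account. They were rno-miR-129, rno-miR-136, rno-miR-151, rno-miR-183, rno-miR-210, rno-miR-29b, rno-miR-324-5p, rno-miR-342-3p and rno-miR-34a, of which all but rno-miR-34a were chosen after their values were seen. All 9 stayed past the threshold with the scan as a block, which argues against the scan. With array brightness as a covariate 2 stayed past it (rno-miR-136 and rno-miR-29b), which argues against brightness for these, and it remains open for the other 7. With the slide as a block 0 miRs differed (10 at an unadjusted p under 0.05), so the slide is not excluded. Of the 9, 6 passed the adjusted p at 7d against 0 h, 1 of them higher (rno-miR-29b) and 5 lower at 7d, which argues against 1 shift in scaling as the cause of all 9. For part of them a shift in scaling remains open: in data simulated for the 5 sham control groups with changes put into 24 h, 115 of 150 unchanged miRs passed this test. A change with time after the sham operation stays open and was not tested.

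Fewer miRs were detected on IR than on sham control arrays at 24 h and 7d. The IR mean was lower on 3 of 3 scans at 24 h and on 3 of 3 at 7d, which argues against the scan. On the 2 slides with both treatments, all 4 IR arrays of 7d lay below every sham control array of their slide (at most 100 against at least 130 miRs, and at most 88 against at least 113), which argues against the slide. The sham control arrays of these slides came from 0 h (5 arrays), 2 h (4 arrays) and 24 h (1 array) and none from 7d, so the time point differed as well. The bright corner control itself differed by -0.697 on the log2 scale between IR and sham control arrays at 7d (5 of 6 IR arrays below every sham control array, exact permutation test, p = 0.0152, adjusted p = 0.0304 over 20 comparisons) and by -0.55 at 24 h (4 of 6, same exact test, p = 0.00649, adjusted p = 0.0144). Relative to this control, the log2 75th percentile at 7d still differed by -1.68 (exact permutation test, p = 0.00216, adjusted p = 0.0072), which argues against dimmer hybridization or scanning as the whole cause, while it remains open as a part. Less RNA or less labeled RNA on the IR arrays may contribute. The 5 control features detected on all arrays differed by -1.79, -1.06, -2.22, -1.7 and -1.01 at 7d, with a median of -1.7. This cannot be told apart from lower miR levels in the injured retina, since what these features follow was not tested.

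Of the 19 miRs called higher at 24 h, 12 were detected on all 12 arrays, as were 6 of the 12 called higher at 7d. The lowest log2 signal of these miRs was 3.81 at 24 h and 5.33 at 7d, above the floor of 2.63, which argues against values at the floor as the cause of the increases of these 12 and 6 miRs. With the highest detection limit as floor, 8 of these 12 and 6 of these 6 stayed called. The 4 that did not (rno-miR-331, rno-miR-338*, rno-miR-347 and rno-miR-539) had signals below that limit on 5, 12, 8 and 6 of the 12 arrays. Of the other 7 and 6, 5 and 6 stayed called by limma when values at the floor were left out of the fit (at least 3 arrays left in each group), which argues against values at the floor as the cause for these. For the 2 that did not (rno-miR-333 and rno-miR-99b*) this stays open. Of these 7 and 6, 0 and 0 stayed called with the highest detection limit as floor, but this setting also removes differences below the limit, so for them an increase and signals below detection cannot be told apart. Of the miRs called lower, 9 of 10 at 24 h and 16 of 17 at 7d had no bound over 1-fold on the decrease, and 0 and 0 of these were detected on all 12 arrays. The others were rno-miR-185 at 24 h, with a bound of 1.01-fold, and rno-miR-184 at 7d, with a bound of 2.17-fold. Their sham control signals were not distinguishable from the detection limits of the IR arrays (exact two-sided permutation test of 6 against 6, p = 0.963 and p = 0.268). With values at the floor left out, 2 of 10 stayed called lower at 24 h (rno-miR-148b-3p and rno-miR-30e*) and 4 of 17 at 7d (these 2, rno-miR-181a* and rno-miR-30a*), which argues against values at the floor as the cause for these, and for the other 8 and 13 it stays open. Of the 17 at 7d, 3 were detected on 1 IR array each (rno-miR-101b, rno-miR-181a* and rno-miR-341), and all others at both time points on none. With normexp background correction the difference was above 0 for 10 of 10 and 17 of 17. The offset of this setting was added before the arrays were scaled, which raised weak signals on the dimmer IR arrays. This reversal therefore does not test the decreases. With so few detections on IR arrays, a decrease and signals below detection cannot be told apart. Of the miRs named here, rno-miR-101b, rno-miR-148b-3p, rno-miR-30a*, rno-miR-333, rno-miR-341 and rno-miR-99b*, and rno-miR-181a* and rno-miR-30e* at 7d, were chosen after their values were seen.

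Array brightness was tested on the 12 miRs called higher at 24 h and detected on all 12 arrays. With it as a covariate 7 stayed called (rno-miR-206, rno-miR-20a, rno-miR-21, rno-miR-338*, rno-miR-466b, rno-miR-539 and rno-miR-672), which argues against brightness for these. The other 5 (rno-miR-207, rno-miR-328, rno-miR-331, rno-miR-346 and rno-miR-347) had a mean log2 difference of 1.78 without and 0.0655 with the covariate, at a mean standard error of 0.395 and 0.422. Array brightness is the log2 of the scaling factor, by which every scaled signal was divided, so part of its relation to these signals is given by construction. Brightness differed by -2.15 between IR and sham control at 24 h, so for these 5 miRs brightness may explain the increase, and it cannot be told apart from an effect of IR that itself lowers brightness. Of these 12 miRs, rno-miR-20a, rno-miR-338*, rno-miR-328, rno-miR-331, rno-miR-346 and rno-miR-347 were chosen after their values were seen.

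The slide was tested for the 10 miRs called higher at 0 h. On the 2 slides with both treatments, their median log2 difference between IR arrays of 48 h or 7d (6 arrays) and sham control arrays (10 arrays) was 1.89, with 9 of 10 miRs above 0 (-0.351 to 2.55), against 1.84 on the other slides. No IR array of 0 h lies on these slides, so at 0 h the slide and IR cannot be told apart.

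In the authors' table, values under 1 signal unit were set to 1 before the arrays were scaled, so that the floor lies higher on IR arrays by 1.80 at 24 h and 2.33 at 7d (exact permutation test, p = 0.00216 at each). Of 34 miRs called higher at 24 h in this table, 27 stayed called with 1 common floor, and of 25 at 7d, 20 did, which argues against the floor as the cause of most of these calls. Of 34 and 44 called lower, 24 and 34 stayed called. Of the 3 control features tested in this way at 24 h, 2 stayed called. Of rno-miR-297 and rno-miR-298, called higher at 24 h in this table alone, 0 of 2 stayed called, consistent with this floor as the source of their calls. For rno-miR-19a, called lower, a floor that lies higher on IR arrays points the other way. With 1 common floor its difference went from -1.08 to -0.46 (adjusted p = 0.00355 by limma), under 2-fold, and the call was lost. The main floor without a filter on detection did not call it either (-0.203, adjusted p = 0.0893 by limma). A floor of 1 signal unit set after the arrays were scaled, without a filter, called it lower (adjusted p = 0.0116 by limma). These settings differ, so they do not settle whether the floor of this table is the source of its call. At 24 h rno-miR-19a was detected on 0 IR arrays and 1 sham control array, so these values are no measured sizes and the cause stays open.

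Of 77 detections of the 6 miRs in the paper's rankings that did not meet the detection rule, 89.6% (69) lie on arrays of scan 3, 7 on scan 1 and 1 on scan 2. The tested miRs together had 144.4 detections per array on scan 3, 128.2 on scan 1 and 122.5 on scan 2. A higher sensitivity on scan 3 is a possible explanation, which cannot be told apart from differences between the rats of each scan.

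On chromosome 6, from 134388218 to 134425147 (rn4), lie the probes of 14 tested miRs, of which 5 were called lower at 7d against 12 of 145 others (two-sided Fisher's exact test across miRs, which are not independent replicates, p = 0.00844), and 1 was called higher against 11. The median log2 difference was -0.756 against -0.13. A shared transcript may explain this, but 0 of the 14 were detected on all 12 arrays, and against 66 other miRs with a sham control signal in the same range (3.39 to 6.17 on the log2 scale), 12 of which were called lower, the p of the same test was 0.162. A low signal and a shared transcript cannot be told apart.

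The correlations printed in Additional file 1 are partly Pearson and partly distance correlations, and the latter cannot be negative. The 1652 Pearson correlations of the 7d loops (the lowest 0.878758, beside 445 distance correlations) and the 4649 of the held part of the 24 h loops (the lowest 0.729436, beside 1345) are all above 0. Only Pearson correlations entered the fits that follow. For a time course taken as the mean log2 signal of the IR arrays, the root mean square error of the least squares fit was 0.503 for TFs (median of shuffles 0.675, permutation p = 0.044, adjusted p = 0.335 over 10 fits), so the fit fails the adjustment and stays open. It was 0.678 for target genes (median of shuffles 0.693, permutation p = 0.373), which argues against this time course there. If signs had been dropped, far fewer pairs of miRs with the same partner should break the limit that their printed correlations set on their own correlation. Of 1382 pairs, 88.2% (1219) broke it with absolute values and 92.8% (1283) with signs kept, where shuffled miRs gave medians of 1223 and 1289 (permutation p = 0.471 and 0.405), so dropped signs remain open. Further scales and a search with free signs were tried on the authors' table and are not reported.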
